# Wnt/β-catenin signaling pathway safeguards epigenetic stability and homeostasis of mouse embryonic stem cells

**DOI:** 10.1038/s41598-018-37442-5

**Published:** 2019-01-30

**Authors:** Ilda Theka, Francesco Sottile, Marco Cammisa, Sarah Bonnin, Marta Sanchez-Delgado, Umberto Di Vicino, Maria Victoria Neguembor, Karthik Arumugam, Francesco Aulicino, David Monk, Andrea Riccio, Maria Pia Cosma

## Abstract

Mouse embryonic stem cells (mESCs) are pluripotent and can differentiate into cells belonging to the three germ layers of the embryo. However, mESC pluripotency and genome stability can be compromised in prolonged *in vitro* culture conditions. Several factors control mESC pluripotency, including Wnt/β-catenin signaling pathway, which is essential for mESC differentiation and proliferation. Here we show that the activity of the Wnt/β-catenin signaling pathway safeguards normal DNA methylation of mESCs. The activity of the pathway is progressively silenced during passages in culture and this results into a loss of the DNA methylation at many imprinting control regions (ICRs), loss of recruitment of chromatin repressors, and activation of retrotransposons, resulting into impaired mESC differentiation. Accordingly, sustained Wnt/β-catenin signaling maintains normal ICR methylation and mESC homeostasis and is a key regulator of genome stability.

## Introduction

The evolutionarily conserved Wnt/β-catenin signaling pathway controls many cellular and developmental processes, including cell proliferation, cell fate determination and tissue homeostasis^1^. Mutations affecting the Wnt/β-catenin pathway often lead to disease, cancer progression and developmental defects.

The canonical Wnt/β-catenin-dependent pathway integrates membrane, cytoplasmic and nuclear components, such as Wnt ligands, Frizzled (FZD) receptors and co-receptors, AXIN/glycogen synthase kinase 3 (GKS3)/Adenomatosis polyposis coli (APC)/Casein Kinase I (CKI) destruction complex, β-catenin protein and several transcription factors^1,2^. In the absence of Wnt ligands, cytoplasmic β-catenin is constantly degraded by the action of the AXIN/GSK3/APC/CKI destruction complex. On the contrary, the destruction complex is disassembled when Wnt ligands bind to the FZD receptors. As a consequence, β-catenin translocates to the nucleus where it associates with TCF/LEF (T-cell factor/lymphoid enhancing factor) nuclear complex and activates Wnt targeted gene expression^3^.

During embryogenesis Wnt/β-catenin signaling plays a fundamental role in the establishment of both dorso-ventral and anterior-posterior axis and its role is essential for normal gastrulation. Indeed, β-catenin knockout embryos are lethal since they fail to develop the mesodermal and endodermal germ layers^4,5^. Accordingly, Wnt/β-catenin represents a key pathway for mouse embryonic stem cell (mESC) identity and homeostasis.

Mouse ESCs, derived from the inner cell mass (ICM) of the blastocyst^6,7^ are pluripotent stem cells, which are able to generate the three germ layers and can be expanded *in vitro* indefinitely. Their long-term self-renewal ability has been attributed to the protein regulatory network that includes several pluripotency factors, such as *Nanog*, *Oct4* and *Rex1*, among others^8–11^. In this context, the role of β-catenin during mESC differentiation has been shown to be indispensable, since β-catenin null mESCs undergo apoptosis at the onset of the differentiation process^12–14^. However β-catenin function in ESC self-renewal has been largely debated^14–20^. The dual role of β-catenin can be attributed to its capacity to form complexes with many downstream factors, including key pluripotency genes, such as *Oct4*^21,22^.

In parallel to the core pluripotency factors, several epigenetic mechanisms control mESC identity through chromatin remodeling processes^23^. In particular, reversible changes on DNA methylation, followed by histone modifications, control both pluripotency and differentiation genes in mESCs, recapitulating the epigenetic profile of the pre-implantation embryo stage^24,25^. While developmental genes are characterized by flexible and reversible epigenetic regulation mechanisms to allow their dynamic expression, stable DNA methylation ensures silencing and protection of retrotransposons from moving around in the genome and causing potential mutations^26^. The same applies to imprinted genes, which reside in clusters^27^ and are regulated from one major *cis*-acting element called the imprinting control region, ICR. In mammals, DNA methylation is maintained stable and it can be propagated through cell division^28–30^ by a mechanism of DNA methylation maintenance coupled to DNA replication, which involves the action of different enzymes including DNA methyltransferase I (DNMT1). Along with DNA methylation, other epigenetic factors, such as ZFP57, KAP1, DNMT1, H3K9me3 and others, are involved in marking the ICRs and in protecting the methylated DNA. Indeed, loss of ZFP57, KAP1, DNMT1 or other repressors, leads to loss of imprinting and genomic instability in mESCs, and, thereby, to embryonic lethality^27,31–34^.

Epigenetic instability in imprinted genes and transposons has been observed in several mESC lines and can be attributed to culture conditions, sex of the cells, isolation procedures^35^ or prolonged *in vitro* culture of mESCs^36–39^. In particular, mESCs with global loss of methylation at the ICRs have been shown to contribute to chimeras, but mice developed several types of tumors by one year of age^40^. The mechanisms causing genomic aberrations and destabilization are still debated. However, downregulation of several epigenetic factors, such as DNMT1, KAP1, G9a, has been correlated with the epigenetic instability of the cells^34,41–46^.

Mouse embryonic stem cells represent an essential model to study *in vitro* the mechanisms that regulate embryo development. Therefore, it is important to fully understand the mechanisms that control cell identity, genomic stability and cell homeostasis. Wnt/β-catenin signaling has been investigated to be crucial for gene transcriptional regulation of mESCs, including pluripotency genes. Though, the connection between Wnt signaling and the epigenetic regulatory mechanisms has not been elucidated up to now. Here we investigated a novel role of Wnt/β-catenin signaling as a key player involved in epigenetic changes that preserve mESC identity and genome stability. We found that mESCs cultured *in vitro* for prolonged time showed loss of Wnt activity and downregulation of β-catenin protein, which correlated with a general loss of DNA methylation, affecting the ICRs, and leading to impaired mESC differentiation. On the contrary, sustained levels of Wnt/β-catenin ensure ICR methylation maintenance over time, suggesting a possible role for this signaling pathway in the protection of silent genomic regions and, therefore, in the maintenance of the genomic stability.

## Results

### Wnt/β-catenin activity is downregulated in mESCs after prolonged *in vitro* culture

The functional role of the Wnt/β-catenin pathway has been widely investigated in pluripotent stem cells. While the activation of Wnt pathway is indispensable for mouse embryonic stem cell (mESC) differentiation, its role in self-renewal and cell identity maintenance has been largely debated. Thus, we decided to analyze the activity of the Wnt/β-catenin pathway in mESCs cultured for a prolonged time, in particular its influence on pluripotency and homeostasis, including cell proliferation, differentiation potential and epigenetic stability.

To this aim we cultured E14 mESCs for several passages in the Serum + LIF medium. We observed that E14 mESCs cultured for many passages, around seventy, (old passage mESCs, henceforth called OP-mESCs), showed homogeneous morphology, characterized prevalently by flat clones, when compared to the same mESCs that were kept in culture for only fourteen passages (young passage mESCs, henceforth called YP-mESCs) (Fig. 1a,b). Similar results were obtained with GS1 mESCs, derived from a different strain, that were grown in prolonged culture conditions (around fifty passages, OP-mESCs) (Fig. S1a,b). In contrast, both E14 and GS1 YP-mESC cultures displayed heterogeneous morphology, including both round shaped and flat morphology clones (Figs 1b and S1b, upper panels). Pluripotent cell heterogeneity is due to fluctuation of pluripotency marker expression within the cell population. Even though cell heterogeneity can be found in almost all pluripotent stem cells, including induced pluripotent stem cells, the mechanisms causing gene expression variability and changes in morphology are still under investigation^47–53^.

**Figure 1:**
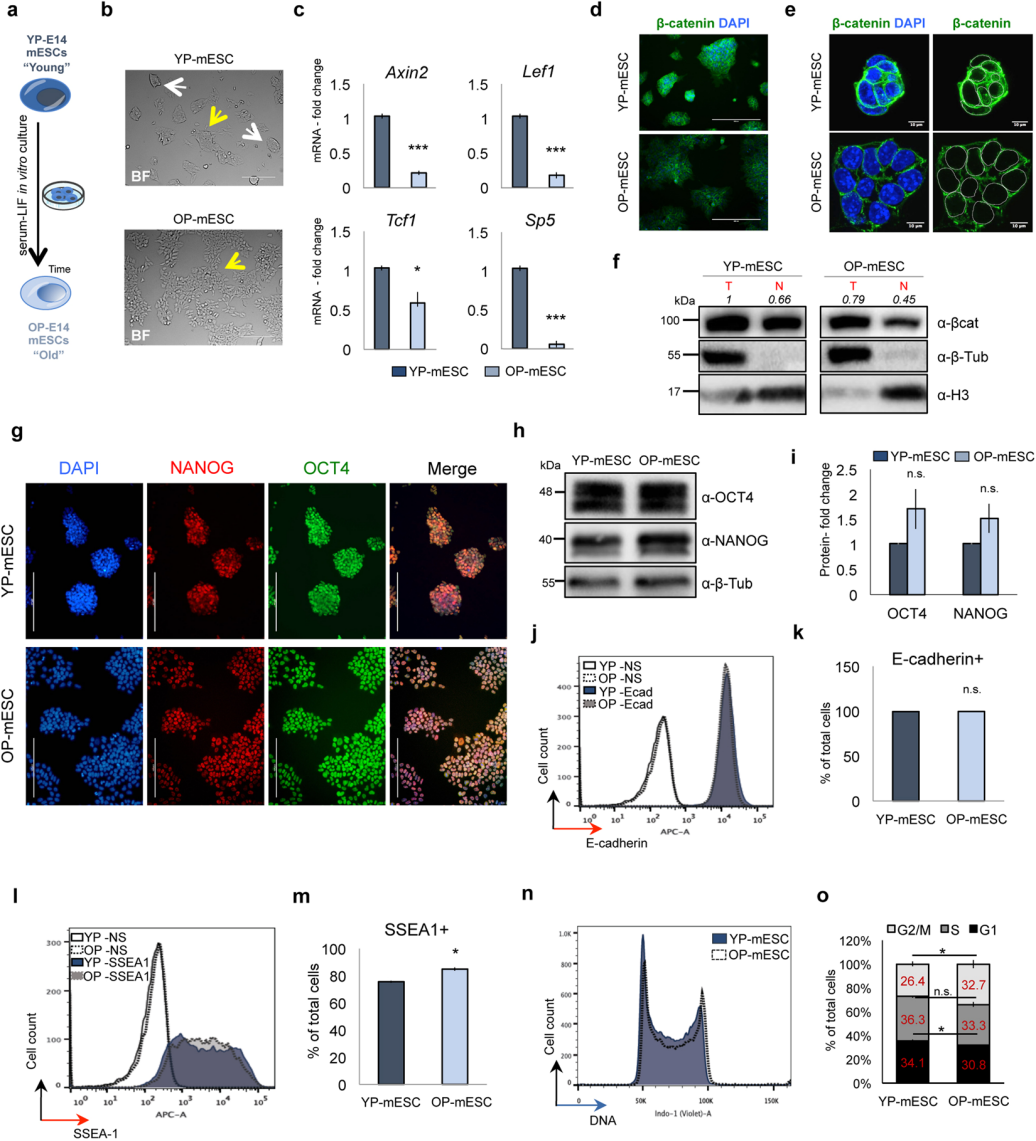
Prolonged *in vitro* cell culture of E14 mouse embryonic stem cells (mESCs) correlates with low Wnt/β-catenin activity. (**a**) Schematic representation of Young (YP) and Old passage (OP) E14 mESCs. (**b**) Representative bright field images of YP- and OP-mESCs. Round-shaped and flat colonies are indicated by white and yellow arrow, respectively. (**c**) Quantitative real-time PCR showing the expression profiles of *Axin2*, *Lef1*, *Tcf1*, *Sp5* in YP- and OP- mESCs. The transcriptional levels are normalized to *Gapdh* as reference gene. Data are represented as fold change (2^−ΔΔCt^) relative to the YP-E14 mESCs and means of n = 3 independent experiments ± SE. (**d**,**e**) Representative immunofluorescence (**d**) and confocal microphotographs (**e**) of β-catenin. Nuclear demarcation is indicated by white circles (right panel). (**f**) Western blot analysis showing total and nuclear β-catenin protein in YP- and OP-mESCs and its quantification (n = 1) relative to total β-catenin in YP-mESCs. For quantification, densitometric analysis was performed with ImageJ software. The quantification reflects the relative amounts as a ratio of each protein band relative to their loading control. (**g**) Representative immunofluorescence images showing OCT4 (green), NANOG (red) and their merge in YP- and OP-E14 mESCs. (**h**,**i**) Representative western blot analysis of OCT4 and NANOG in YP- and OP-mESCs (**h**) and its quantification represented as fold change over the protein amount in YP-mESCs and means of n = 3 independent experiments ± SE (**i**). (**f**,**h**,**i**) Full scan blots are available in Supplementary Fig. 6. (**j**–**m**) FACS-plot showing the percentage of E-cadherin +(**j**) and SSEA1 +cells (**l**) in YP- and OP- mESCs and its quantification (**k**,**m**) as means of 3 technical replicates ± SE (NS: non stained). (**n**,**o**) Representative cell cycle FACS profile analyzed with Flowjo software (**n**) and its quantification (**o**) represented as percentage of total cells and means of n = 3 independent experiments ± SE. Scale bar is 200 (**b**,**d**,**g**) and 10 μm (**e**). (**d**,**e** left panel, and **g**) Nuclei were stained with DAPI. (**f**,**h**) β-tubulin and H3 were used as loading controls. (**c**,**i**,**k**,**m**,**o**) Asterisks indicate statistical significance calculated by unpaired two-tailed t test analysis (n.s. not significant; *p-value < 0.05; ***p-value < 0.001).

Interestingly, both E14 and GS1 OP-mESCs showed low Wnt activity, since the Wnt targets *Axin2*, *Lef1*, *Tcf1* and *Sp5* were significantly downregulated, when compared to YP-mESCs (Figs 1c and S1c). In addition, total β-catenin protein was downregulated in E14 and GS1 OP-mESCs, as indicated by the microscope fluorescence intensity (Figs 1d–e and S1d,e). Additionally, by western blot analysis we observed lower amount of both total and nuclear β-catenin protein in OP-mESCs when compared to YP-mESCs (Figs 1f and S1f), suggesting again a reduction in the canonical Wnt/β-catenin signaling activity in OP-mESCs.

The difference in morphology of OP-mESCs did not correspond to significantly altered pluripotency gene expression. In particular, we compared the expression of NANOG and OCT4 protein levels among OP-mESCs and YP-mESCs for both E14 and GS1 strains (Figs 1g–i and S1g,i). We did not find any relevant difference in the expression pattern (Figs 1g and S1g) or significant changes in the protein level of NANOG and OCT4 (Figs 1h,i and S1h,i) among YP- and OP-mESCs. Thus, YP- and OP-mESCs expressed comparable levels of NANOG and OCT4.

Moreover, we performed FACS analysis to detect protein expression of the pluripotency cell membrane markers E-cadherin and SSEA1^54–59^. The expression of E-cadherin was similar between YP- and OP-mESCs in both cell lines (Figs 1j,k and S1j,k). The percentage of cells expressing SSEA1 was higher in OP-mESC E14 (Fig. 1l,m), but did not change in GS1 mESCs (Fig. S1l,m). These data further confirmed that the pluripotency genes were not downregulated after prolonged culturing or even they were slightly upregulated in OP cells, as in the case of E14 mESCs.

Since prolonged *in vitro* culturing^39,60^ and Wnt/β-catenin activity^61^ can affect cell proliferation, we compared cell cycle progression in both YP- and OP-mESCs. Both E14 and GS1 OP-mESCs displayed a significantly lower percentage of cells in G1 phase in comparison with the YP-mESCs (Figs 1n,o and S1n,o). Moreover, E14 OP-mESCs also showed a significant increase in the number of cells in G2/M phase, with respect to the YP-mESCs that on the contrary, displayed a higher number of cells in G1 and S phases (Fig. 1n,o). Overall, these data suggest that OP-mESCs are characterized by higher proliferation rate along with Wnt signaling down-regulation.

Wnt signaling and β-catenin protein are essential for differentiation and cell fate determination^12–14,20,62^. Thus, we induced embryoid body (EB) formation from both E14 and GS1 YP- and OP-mESCs (Figs 2a and S2a) to evaluate their differentiation capacity. EBs can recapitulate *in vitro* many aspects of cell differentiation that occur during early embryogenesis^63^. Interestingly, even though all the mESCs that we used could form normal aggregates in suspension (Figs 2b and S2b, left panels) only YP-mESCs were able to generate beating EBs (Movies S1, S2) and to form large three-dimensional multicellular structures (Figs 2b and S2b, right and upper panel). In contrast, OP-mESCs gave rise to small structures, and we did not observe any beating EBs (Movies S3, S4) up to day 9 (Figs 2b and S2b, right and lower panels). We further characterized the EBs by analyzing transcriptional levels of genes corresponding to the three germ layers at day 6 (D6) and 12 (D12) of differentiation. For this we used undifferentiated YP- and OP-mESCs as controls (ESC). In particular, EBs derived from E14 or GS1 OP-mESCs showed lower level of the mesodermal marker *Nkx2*.*5* already at day 6 with respect to the YP-mESCs, while the endoderm marker *Gata6* was significantly downregulated only at day 12 of EB differentiation (Figs 2c and S2c). These results were consistent with already published studies, which reported that Wnt/β-catenin pathway activity is essential for mesoendoderm specification^12,62^. On the other hand, the ectodermal marker *Otx2* was significantly upregulated in OP cells already at the mESC stage and it further increased with differentiation, being expressed at much higher level in OP-EBs with the respect to YP-EBs. This result suggests that the differentiation could be biased toward ectoderm (Figs 2c and S2c), which was confirmed when we induced neural differentiation^64,65^ of both YP- and OP-mESCs (Figs 2d and S2d). Indeed, OP-mESCs expressed higher levels of *Sox1*, when compared to YP-mESCs and this was also the case at day 3 of neural differentiation (Figs 2e and S2e). We confirmed these results by analyzing the expression of other neural markers at day 8 (D8) of differentiation, such as Nestin and III β –tubulin (TUJ1) and *Pax6* (Figs 2f–g and S2f,g). OP-mESCs expressed higher level of Nestin and III β –tubulin (TUJ1) protein at day 8 (D8) of neural differentiation, with respect to YP-mESCs, in both cell lines (Figs 2f and S2f). Moreover, both Nestin and III β –tubulin (TUJ1) positive cells obtained from OP-mESCs were characterized by a more branched and elongated morphology, suggesting a faster neural differentiation (Figs 2f and S2f). *Pax6* was upregulated in OP-mESC, in both E14 and GS1 (Figs 2g and S2g, left plot) and although *Fgf5* was upregulated in E14 OP- neural precursors, it showed lower levels in differentiated GS1 OP-mESCs compared to their YP counterpart (Figs 2g and S2g, right plot). Surprisingly, although similar levels of pluripotency genes were expressed in both YP- and OP-mESCs, during differentiation the levels of *Rex1*, *Oct4* and *Nanog*, remained much higher in OP-EBs with respect to the YP-EBs (Figs 2c and S2c, lower plots). These data suggest that the differentiation potential of mESCs, in particular toward the meso-endodermal germ layers, is strongly impaired in prolonged culture condition, and correlates with high level of pluripotency genes in both OP-mESCs and OP-EBs.

**Figure 2:**
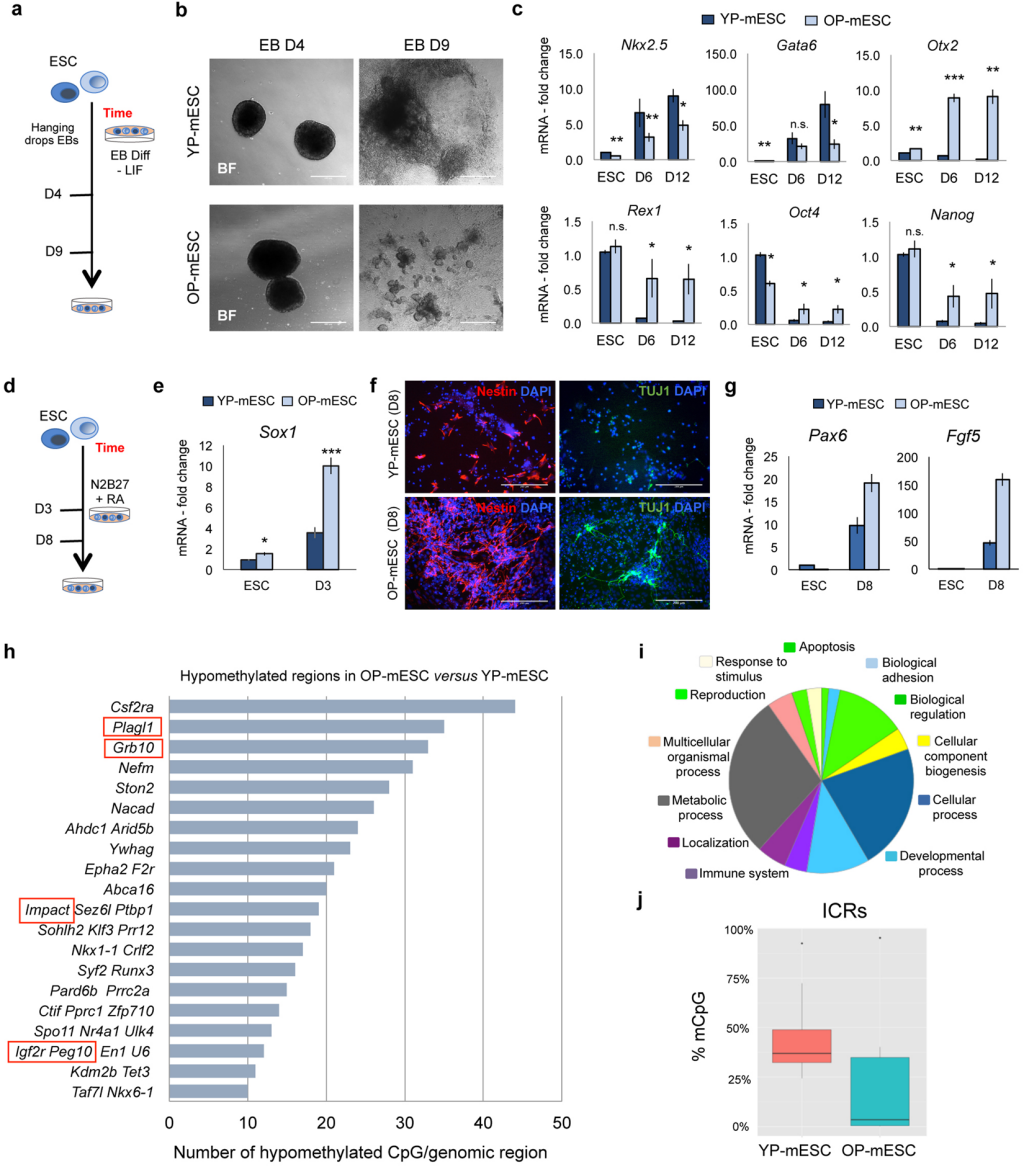
Old passage E14 mESCs show differentiation defects and loss of methylation at ICRs. (**a**) Schematic representation of embryoid body (EB) differentiation protocol of YP- and OP- mESCs. (**b**) Representative bright field images showing EBs at day 4 (D4) and 9 (D9) obtained from both YP- and OP- E14 mESCs. Scale bar is 400 μm. (**c**) Quantitative real-time PCR showing the expression profiles of differentiation genes (*Nkx2.5, Gata6, Otx2*) and pluripotency genes (*Rex1, Oct4, Nanog*) in YP- and OP- E14 mESCs (ESC) and during EB differentiation at day 6 (D6) and day 12 (D12). (**d**) Schematic representation of neural differentiation protocol of YP- and OP- mESCs. (**e**) Quantitative real-time PCR showing the expression profiles of *Sox1* at day 3 (D3) of N2B27 + retinoic acid (RA) treatment in YP- and OP-E14 mESCs (ESC). (**f**) Representative immunofluorescence images showing Nestin (left panels) and III β-tubulin (TUJ1, right panels) protein expression in YP- and OP- mESCs at day 8 (D8) of neural differentiation. (**g**) Quantitative real-time PCR experiment showing the expression profiles of *Pax6* and *Fgf5* at day 8 (D8) of N2B27 + retinoic acid (RA) treatment in YP- and OP- E14 mESCs (ESC). **(c**,**e**,**g**) The transcriptional levels are normalized to *Gapdh* as a reference gene. Data are represented as fold change (2^−ΔΔCt^) relative to the YP-E14 mESCs and the results are means of n = 3 independent experiments ± SE (**c**,**e**) and means of n = 3 technical replicated for SD (**g**). (**c**,**e**) Asterisks indicate statistical significance calculated by unpaired two-tailed t test analysis (n.s. not significant; *p < 0.05; **p < 0.01; ***p-value < 0.001). (**h**) Number of hypomethylated common CpGs in OP- versus YP- E14 mESCs analyzed by RRBS covered by at least 10 reads and showed at least 25% of methylation reduction. Red rectangle indicates imprinted regions. (**i**) Gene ontology of hypomethylated regions in OP-E14 mESCs analyzed by PANTHER (www.pantherdb.org). (**j**) Box-plot, from min–max values, showing the distribution of mCpG levels at ICRs in YP- and OP-E14 mESCs determined by RRBS analysis. The plots indicate the first quartile, median (black line) and third quartile. Data are obtained from the average of n = 2 biological replicates.

### Reduced activity of Wnt/β-catenin signaling in OP-mESCs correlates with loss of DNA methylation, affecting also ICRs

Several epigenetic alterations causing DNA methylation changes have been associated with prolonged *in vitro* cell culture^36^. In pluripotent stem cells, DNA methylation regulates many cellular processes including cell differentiation. Altered DNA methylation has often been associated with impaired differentiation capacity of mESCs^44^. In this context, Wnt/β-catenin pathway regulates pluripotent stem cell differentiation, however its involvement in DNA methylation has not been explored. We, therefore, wondered whether OP-mESCs, which express low level of β-catenin protein and Wnt target transcripts, could show any change in DNA methylation levels. Thus, we performed Reduced Representation Bisulfite Sequencing (RRBS), a technique that combines restriction enzymes and bisulfite sequencing to enrich for the genomic areas with high CpG content^66^, using both YP- and OP-mESCs. 

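RRBS was performed on 2 replicates of E14 mESCs, a mouse embryonic stem cell line, kept for about 14 passages (YP-mESCs) and 2 replicates kept for about 70 passages (OP-mESCs). In this assay, bisulfite turns unmethylated cytosines into uracil, so that the share of reads that still show a cytosine gives the methylation of a CpG. The authors trimmed and aligned the reads to mm9 with Bismark, and deposited the number of reads on each cytosine of a CpG and the percentage of them that were methylated. Every cytosine in these files had at least 10 reads. The reads of the 2 strands of a CpG were summed here. The numbers of reads given for libraries, regions and ICRs are sums over CpGs. A read that spans several CpGs is counted at each of them, so fewer separate reads lie behind these numbers. YP-mESC replicates 1 and 2 had 28814526 and 26807533 reads on 726322 and 881356 CpGs, with a median of 34 and 26 reads per CpG. OP-mESC replicates 1 and 2 had 20102291 and 18919219 reads on 736979 and 413282 CpGs, with a median of 23 and 36 reads per CpG. OP-mESC replicate 2 therefore covered the fewest CpGs of the 16 libraries, and a comparison that requires a CpG in all 4 libraries is limited to 365703 CpGs. YP-mESC replicate 2 had no CpG on chromosome 13, so that no CpG of that chromosome could be compared. Replicates were similar, with a Pearson's r across CpGs of 0.981 in YP-mESCs and 0.973 in OP-mESCs, where CpGs are not independent replicates. On the mitochondrial genome, 0.26% and 0.24% of the reads on CpGs were methylated in the YP-mESC replicates and 0.37% and 0.36% in the OP-mESC replicates. Regions were called with the rule of the paper's methods, at least 10 CpGs with at least 10 reads, less than 2 kb apart, and each changed by more than 25 percentage points. The methods do not state how replicates entered the rule. Here the 10 reads were required in every library, and the change was that of the replicate means. The 20 ICRs and their coordinates were those of Table S4. An ICR needed at least 2 CpGs in a library, and its level was the mean of their percentages.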

Only 3 genomic regions, localized close to *Repin1*, *Nkx2-1* and *Gm11846* genes, were hypermethylated in E14 OP-mESCs after prolonged culture, when compared to the YP-mESCs (Table S1). 

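Under the region rule applied to all 4 libraries, no hypermethylated region was called in OP-mESCs relative to YP-mESCs. The methylation of the 3 regions listed in Table S1 was higher in both OP-mESC replicates than in both YP-mESC replicates. The paper had listed these regions for a rise in the same libraries, so this is not separate evidence. At Repin1 (chromosome 6 of mm9, 48547392 to 48548006, in coding exon and UTR), the mean methylation was 60.6% ± 9.6 (SD, n = 2) in OP-mESCs and 32.8% ± 1.9 (SD, n = 2) in YP-mESCs, over 11 to 32 CpGs and 520 to 994 reads per library. The region at Nkx2-1 (chromosome 12, 57637436 to 57637867) lies in the UTR, and it had 24.6% ± 6.2 (SD, n = 2) in OP-mESCs and 3.1% ± 0.1 (SD, n = 2) in YP-mESCs. The intergenic region listed with Gm11846 (chromosome 4, 12329729 to 12330413) had 76.9% ± 3.1 (SD, n = 2) in OP-mESCs and 40.2% ± 0.7 (SD, n = 2) in YP-mESCs. OP-mESC replicate 2 covered only 3 CpGs there. With 2 replicates against 2, the smallest p an exact permutation test of a single region allows is 0.33. The number of hypermethylated regions moved most when 5 changed CpGs were enough, to 5.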

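Over the 365703 CpGs with at least 10 reads in all 4 libraries, mean methylation was 21.08% ± 0.06 (SD, n = 2) in OP-mESCs and 24.40% ± 0.01 (SD, n = 2) in YP-mESCs. The difference of the means was -3.32 percentage points. Methylation fell by more than 25 percentage points at 12343 CpGs (3.38% of those compared) and rose by more than 25 points at 520 (0.14%). In a binomial model of methylated and unmethylated reads per CpG with an overdispersion shared by all CpGs (1.14) and a chi-square test, 9037 CpGs were hypomethylated and 278 were hypermethylated at a Benjamini-Hochberg adjusted p under 0.05. With the replicate number of the labels added as a block, the counts were 7378 and 248. Libraries with the same number did not deviate together (r = -0.008 across CpGs). The hypomethylated CpGs moved most without YP-mESC replicate 1, to 4729, and almost as far at a minimum of 20 reads, to 4731.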

In contrast, we found a general hypomethylation in E14 OP-mESCs. Indeed, about 100 genomic CpG-rich regions displayed reduced DNA methylation in OP-mESCs with respect to YP-mESCs (Fig. 2h and Table S1). 

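Under the region rule as applied here, with at least 10 reads on a CpG required in all 4 libraries, 23 regions were hypomethylated in OP-mESCs. The region with the most changed CpGs was at Plagl1 (chromosome 10 of mm9, 12810619 to 12810995, in UTR and intron), where 29 of 29 CpGs had fallen by more than 25 points and the mean was 4.5% ± 1.5 (SD, n = 2) in OP-mESCs and 66.8% ± 11.7 (SD, n = 2) in YP-mESCs. Next came a region in the UTR and intron of Grb10 (chromosome 11, 11925866 to 11926348), with 26 changed CpGs and a mean of 1.0% ± 0.4 (SD, n = 2) in OP-mESCs and 32.8% ± 3.3 (SD, n = 2) in YP-mESCs. In a coding exon and the UTR of Ywhag (chromosome 5, 136386544 to 136387192), all 17 CpGs compared had changed, and the mean was 7.9% ± 0.2 (SD, n = 2) in OP-mESCs and 57.9% ± 0.1 (SD, n = 2) in YP-mESCs. The region in Nacad (chromosome 11, 6498996 to 6499216, coding exon and intron) had 17.1% ± 1.6 (SD, n = 2) in OP-mESCs and 61.3% ± 2.0 (SD, n = 2) in YP-mESCs. At Nefm (chromosome 14, 68742576 to 68743009, coding exon and UTR), 16 of 21 CpGs had changed and the mean was 6.5% ± 2.9 (SD, n = 2) in OP-mESCs and 40.3% ± 6.1 (SD, n = 2) in YP-mESCs. Each of these 5 regions had at least 386 reads in every library, summed over CpGs, and in each the fall exceeded the spread between replicates. The regions were called from these same libraries for falls of more than 25 points, so this is not separate evidence of a fall. The number of regions depended on the coverage of OP-mESC replicate 2 and on the number of CpGs required. It was 66 without that library, and 240 when 5 changed CpGs were enough. It fell below 23 at a minimum of 20 reads, at a difference of over 30 points, or when every replicate had to pass. It was 102 when the reads of the replicates were summed and 10 reads per group were required, an alternative chosen after the first values had been seen.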

The coding genes nearby these hypomethylated genomic regions belong to different gene families and they control several biological processes, including metabolic and developmental processes, as analyzed by PANTHER functional classification (Fig. 2i). 

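Of the 23 hypomethylated regions called with at least 10 reads in all 4 libraries, 2 overlapped an ICR of Table S4, those of Plagl1 and Grb10. Of the 107 hypomethylated regions the paper lists in Table S1, 5 overlapped one, those of Plagl1, Grb10, Impact, Igf2r and Peg10.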

Among the list of hypomethylated regions we found several imprinted genes. Imprinted genes have been previously described to be crucial for metabolic and developmental process regulation^67,68^. 

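The 5 regions of Table S1 at these loci were read in each library. At Plagl1 (chromosome 10 of mm9, 12810619 to 12810995, UTR and intron), methylation was 4.2% ± 1.9 (SD, n = 2) in OP-mESCs and 67.0% ± 8.0 (SD, n = 2) in YP-mESCs, with 864 to 1314 reads per library. At Grb10 (chromosome 11, 11925866 to 11926884, UTR and intron) it was 2.0% ± 1.0 (SD, n = 2) against 32.7% ± 2.5 (SD, n = 2). The region in an intron of Impact (chromosome 18, 13131640 to 13132015) had 0.1% ± 0.1 (SD, n = 2) in OP-mESCs, from 454 reads in replicate 1 and 72 in replicate 2, and 33.8% ± 2.2 (SD, n = 2) in YP-mESCs. The Igf2r region (chromosome 17, 12934456 to 12935243) lies in introns of Igf2r and of the non-coding Airn gene. Only 1 replicate per group had at least 2 CpGs there, with 1.7% in OP-mESC replicate 1 over 162 reads and 50.3% in YP-mESC replicate 2 over 360 reads. The region at Peg10 (chromosome 6, 4697355 to 4697490) lies in its UTR, 136 bp long with 13 CpGs in the reference sequence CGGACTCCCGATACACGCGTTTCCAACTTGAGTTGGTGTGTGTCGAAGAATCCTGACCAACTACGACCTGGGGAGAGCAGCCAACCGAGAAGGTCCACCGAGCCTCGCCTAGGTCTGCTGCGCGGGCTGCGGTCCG. In YP-mESCs its CpGs had 28.6% to 41.2% methylation in replicate 1 and 25.0% to 31.6% in replicate 2. In OP-mESC replicate 1 no CpG exceeded 3.4%, and the mean was 0.3%. Each of the 12 CpGs covered there had 16 to 29 reads, which sum to 283. OP-mESC replicate 2 had no CpG with 10 reads there, so the fall at Peg10 and Igf2r has no replicate in OP-mESCs. At Plagl1, Grb10 and Impact, both OP-mESC replicates were below both YP-mESC replicates. The paper had listed these regions for a fall in the same libraries, so that order is not separate evidence. Over the whole Plagl1 ICR the difference was -62.8 points, and with each replicate left out in turn it ranged from -68.4 to -57.1. From the reduction at these loci, the paper concludes that ICRs were among the regions that lost methylation in OP-mESCs.

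**Figure D1:**
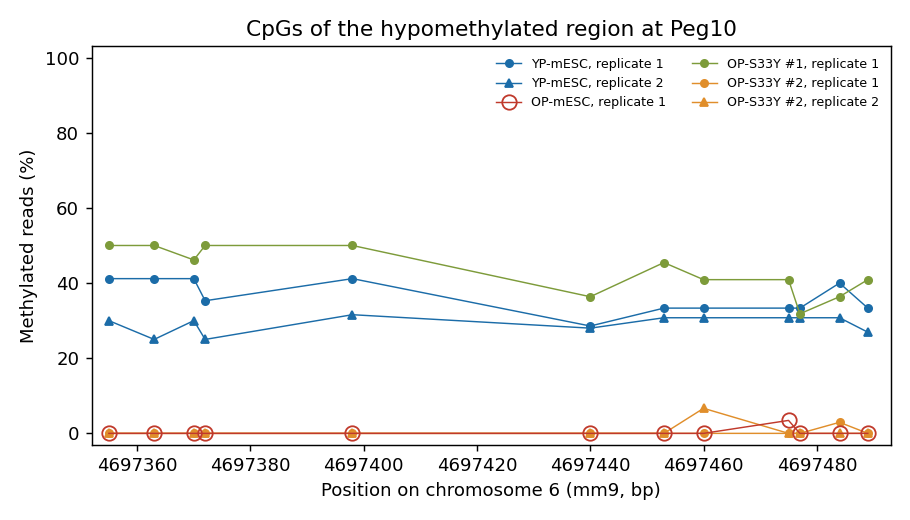
Methylation in % of reads (vertical axis) of each CpG of the Peg10 region by its position on chromosome 6 of mm9 (horizontal axis). Each line is 1 library, circles for replicate 1 and triangles for replicate 2, with YP-mESCs between 25.0% and 41.2%, OP-mESC replicate 1 at or below 3.4%, OP-S33Y #2 at or below 6.7%, and OP-S33Y #1 replicate 1 between 31.8% and 50.0%.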

In particular, the ICRs corresponding to *Plagl1*, *Grb10*, *Impact*, *Igf2r* and *Peg10* loci showed reduced DNA methylation in many CpGs in OP-mESCs but not in YP-mESCs (Fig. 2h). ICRs control many elements within the imprinted clusters and they have been shown to be generally stable in the pre-implantation embryo, and to be methylated in only one allele^27,32^. 

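An ICR entered a group's summary when both replicates had at least 2 CpGs in it. In YP-mESCs 17 of the 20 ICRs of Table S4 did, with a median methylation of 37.5% ± 2.2 (SD of the replicates' medians, n = 2) and values from 23.6% to 92.5%. Of these, 14 lay between 30% and 70%. In OP-mESCs 12 ICRs did, with a median of 28.0% ± 5.0 (SD of the replicates' medians, n = 2), and 5 of them were below 20%. Over the 12 ICRs with a value in all 4 libraries, the mean difference between OP-mESCs and YP-mESCs was -17.7 percentage points (SD over ICRs 21.9, permutation p = 0.015 from flipping the signs of the ICRs' differences). Methylation was lower in OP-mESCs at 9 of these ICRs, by more than 25 points at 4, and higher at 3. The 12 ICRs leave out Gpr1, H13, Nnat, Peg10, Herc3 and Igf2r, which had no value in OP-mESC replicate 2. In OP-mESC replicate 1, Gpr1 had 0.0%, H13 0.3%, Nnat 4.4%, Peg10 0.3%, Herc3 22.6% and Igf2r 1.7% methylation, all without a replicate. Without OP-mESC replicate 2 the median of OP-mESCs was 3.6%, and the mean difference from YP-mESCs was -22.4 points. With at least 20 reads per CpG it was -16.6 points (permutation p = 0.058). From the levels in the 2 groups, the paper concludes that YP-mESCs had the profile of allele-specific methylation and that several ICRs had lost methylation in OP-mESCs.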

By analyzing only ICRs, we observed that YP-mESCs showed a normal profile of DNA methylation (around 50%, corresponding to one specific allele), while methylation was lost in several ICRs in OP-mESCs (Fig. 2j). Our results indicate that impairment of the ICR status, such as loss of DNA methylation, can affect pluripotency and differentiation potential of mESCs^40^.

To validate the RRBS data and to examine the methylation profile of additional ICRs, we performed Combined Bisulfite Restriction Analysis (COBRA) coupled to pyrosequencing analysis. Methylation analysis by COBRA includes the use of methylation sensitive restriction enzymes that can digest DNA only when methylated. As expected, some of the ICRs were hypomethylated in OP-mESCs and not in YP-mESCs, such as *Airn*, *Rasgrf1*, *Peg10* and *Grb10*, as shown by the enzymatic digestion pattern (Fig. S2h). On the contrary *Ig-DMR* and *Gnas XL* did not show differences in DNA methylation (Fig. S2h). In parallel, we also included genomic DNA extracted from a wild type mouse (Ctrl gDNA) as a positive control, carrying a normal methylation profile, and from Zfp57 knockout mESCs (Zfp57 KO) that have been shown to lose methylation at several ICRs^34^.

Finally, to quantify the DNA methylation changes observed by COBRA, we performed pyrosequencing analysis. Even in this case, E14 YP-mESCs showed normal levels of DNA methylation (around 50%) at the analyzed ICRs (*Airn*, *Rasgrf1*, *Peg10*, *Grb10*, *Ig-DMR* and *Gnas XL*) that was comparable to the mouse genomic DNA (Ctrl gDNA) (Fig. S2i). On the contrary, OP-mESC methylation profile was similar with that of Zfp57 KO mESCs, as *Airn*, *Rasgrf1*, *Peg10* and *Grb10* had less than 20–30% of methylation. However, no changes were detected with passages in *Ig-DMR* and *Gnas XL* ICRs (Fig. S2i). In addition, by performing bisulfite-PCR sequencing we also observed loss of methylation at several CG dinucleotides in both *KvDMR* (also called *Kcnq1*) and *Inpp5fV2* ICRs in E14 OP- but not in YP-mESCs (Fig. S2j). The *KvDMR* ICR was hypomethylated also in the GS1 OP-mESCs when compared to YP-mESCs (Fig. S2j,k left). However, the *Inpp5fV2* ICR was already hypomethylated in the GS1 YP-mESCs and did not show any further loss of methylation with passages (Fig. S2k, right).

Overall these data indicate that downregulation of endogenous Wnt signaling and of β-catenin protein level occurs in prolonged mESC cultures and this correlates with loss of DNA methylation. 

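Each ICR was tested with a quasi-binomial F test of its methylated and unmethylated reads over the CpGs covered in all 4 libraries, with an overdispersion shared by the ICRs (8.03). Of 11 ICRs tested in OP-mESCs against YP-mESCs, 4 were lower and 0 were higher at a Benjamini-Hochberg adjusted p under 0.05. These were Plagl1, with a difference of -62.8 points (adjusted p = 1.2e-11, quasi-binomial F test), Grb10, with -30.8 points (adjusted p = 2.9e-09, quasi-binomial F test), Kcnq1ot1, with -46.3 points (adjusted p = 0.00055, quasi-binomial F test), and Impact, with -33.7 points (adjusted p = 0.0027, quasi-binomial F test). Without OP-mESC replicate 1, Impact no longer passed (adjusted p = 0.069, quasi-binomial F test). Kcnq1ot1 and Impact rested on 3 and 4 common CpGs. The tests rest on the reads of 2 replicates per group, for which an exact permutation test cannot go below 0.33. Trappc9 kept 95.9% ± 0.5 (SD, n = 2) in OP-mESCs and had 92.5% ± 0.0 (SD, n = 2) in YP-mESCs. At Commd1 the level was 35.7% ± 4.3 (SD, n = 2) in OP-mESCs and 31.2% ± 1.4 (SD, n = 2) in YP-mESCs. The Meg3 ICR, on chromosome 12 upstream of Meg3, had 30.0% ± 10.2 (SD, n = 2) in OP-mESCs against 45.5% ± 2.6 (SD, n = 2) in YP-mESCs, a difference that did not pass the threshold. Its adjusted p from the quasi-binomial F test was 0.26. The H19 and Rasgrf1 ICRs had no value in OP-mESCs, so no loss could be measured there. With the replicate number as a block, 4 ICRs were lower and 0 higher. Leaving out OP-mESC replicate 2 moved the number of lower ICRs most among the alternatives set beforehand, to 9. From the ICRs that lost methylation in RRBS and in its other assays, the paper concludes that loci methylated on either parental allele were affected.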

In particular, we observed loss of methylation at several ICRs, including both maternally and paternally methylated loci that, in turn, control the expression of a variety of coding and non-coding genes within the imprinted clusters.

### Wnt/β-catenin activity “protects” the ICRs against de-methylation

To further investigate the implication of Wnt/β-catenin signaling in the control and protection of the ICRs against de-methylation, we generated two Wnt signaling mutant mESC clones overexpressing the S33Y-mutated β-catenin protein in E14 YP-mESCs. This β-catenin protein mutant is stable since it is not recognized and degraded by the AXIN/GSK3β/APC/CKI destruction complex and it is retained in the nucleus^69,70^. We named the two E14-derived mESC clones, carrying the S33Y-mutant β-catenin protein, S33Y-β-cat #1 and S33Y-β-cat #2. To test if sustained Wnt/β-catenin signaling activity could preserve methylation at ICRs, we cultured the clones in the conditions that were used to derive E14 OP-mESCs (Fig. 3a). We next tested the level of Wnt signaling by analyzing the activity of the topflash reporter (7TGP)^71^ in the old passage ESC clones (OP-S33Y-β-cat #1 and OP-S33Y-β-cat #2) and we compared them with both E14 YP- and OP-mESCs. OP-S33Y-β-cat #1 and OP-S33Y-β-cat #2 retained high level of Wnt activity as indicated by the top-flash reporter (Fig. 3b) and by high expression of *Axin2* (Fig. 3c). Since the 7TGP lentiviral vector carries a puromycin resistance cassette, prior to the Wnt activity analysis we selected the infected cells to ensure homogeneous expression of the reporter within the cell population in each condition. In parallel, to test the topflash reporter reliability we treated E14 mESCs with either DMSO or CHIR (3 μM) for 24 hours as previously reported^15,72^. As expected, the 7TGP reporter was activated upon CHIR but not DMSO treatment (Fig. S3a). Moreover, total β-catenin protein was maintained at similar level as in E14 YP-mESCs, rather than being downregulated as in E14 OP-mESCs (Fig. 3d).

**Figure 3:**
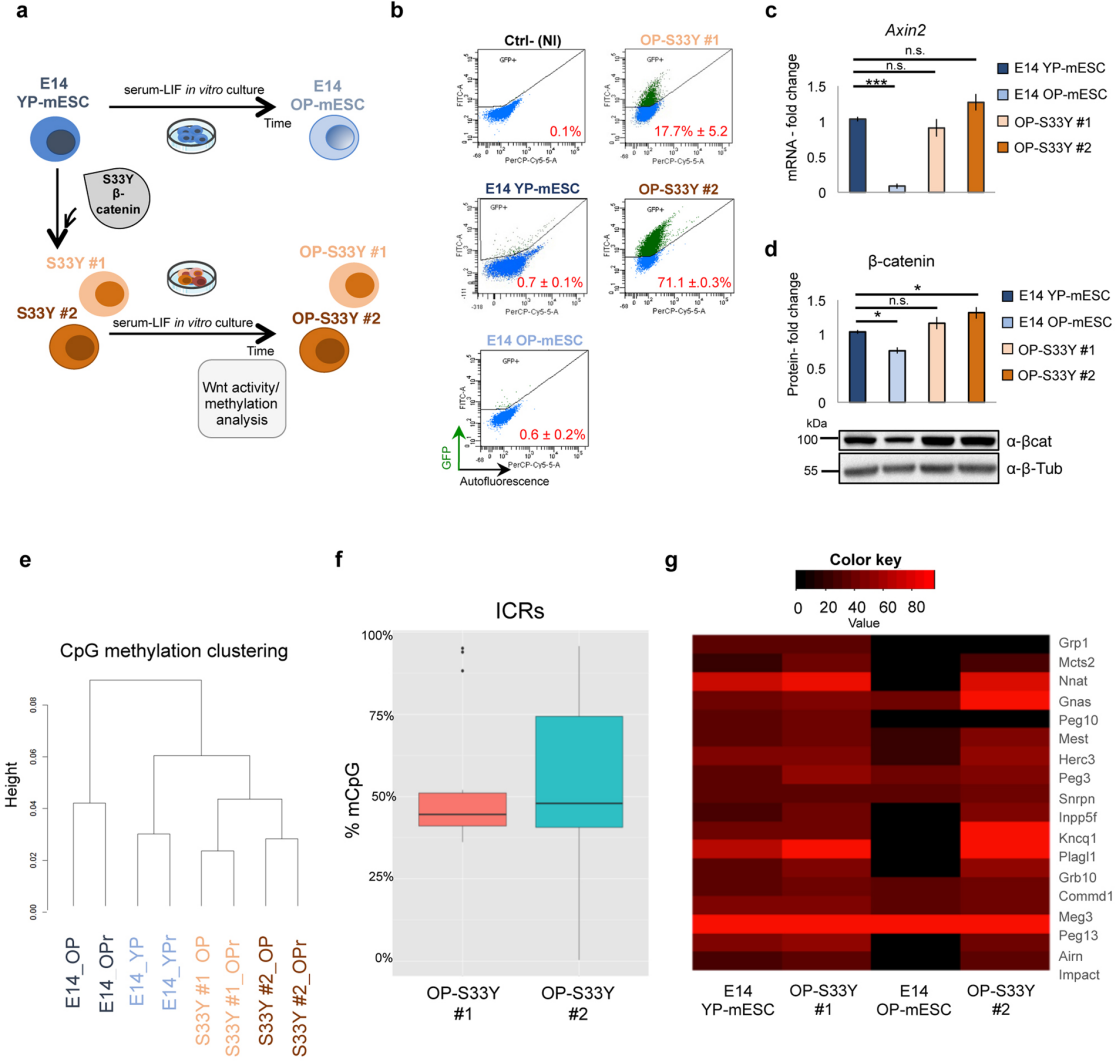
β-catenin overexpressing mESC clones maintain high Wnt/β-catenin activity and normal ICR methylation level after several *in vitro* passages. (**a**) Scheme showing how β-catenin overexpressing mESC clones (S33Y #1, #2) were obtained and grown. (**b**) Representative FACS-plot showing the percentage of positive mESCs for 7TGP topflash reporter activity in YP-mESCs, OP-mESCs, OP-S33Y #1 and OP-S33Y #2 mESC clones. The non infected (NI) cells were used as negative control (Ctrl-). The FITC and the Per-CP-Cy5.5-A detectors were used to identify GFP +(y axis) and autofluorescence (false positive) cells (x axis). The number of recorded events spans from 12000 (OP-mESC) to 18000 (YP-mESCs). Data are represented as means of n = 3 independent experiments ± SD. (**c**) Quantitative real-time PCR experiments showing the expression profiles of *Axin2* in YP-mESCs, OP-mESCs, OP-S33Y #1 and OP-S33Y #2 mESC clones. The transcriptional levels are normalized to *Gapdh* as a reference gene. Data are represented as fold change (2^−ΔΔCt^) relative to the YP-E14 mESCs and the results are means of n = 3 independent experiments ± SE. Asterisks indicate statistical significance calculated by unpaired two-tailed t test analysis (n.s. not significant; ***p < 0.001). (**d**) Western blot analysis showing total β-catenin protein levels in E14 YP-mESCs, OP-mESCs, OP-S33Y #1 and OP-S33Y #2 mESC clones and its quantification. Data are represented as fold change over the protein amount in YP-mESCs and means of n = 3 independent experiments ± SE. β-tubulin was used as loading control. For western-blot quantification densitometric analysis was carried out by using ImageJ software. The quantification reflects the relative amounts as a ratio of each protein band relative to their loading control. (**e**) Cluster analysis of the four different mESCs. For each line 2 different biological replicates were represented. (**f**) Box-plot, from min–max values, showing the distribution of mCpG levels at ICRs in OP-S33Y #1 and OP-S33Y #2 mESC clones determined by RRBS analysis. The plots indicate the first quartile, median (black line) and third quartile. Data are obtained from the average of n = 2 biological replicates. (**g**) Heat-map representation of ICR methylation levels in YP-mESCs, OP-mESCs, OP-S33Y #1 and OP-S33Y #2 mESC clones.

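The OP-S33Y clones are E14-derived mESC lines that carry the S33Y mutant of β-catenin, which is not degraded, and that were cultured for several passages. Each clone was sequenced by RRBS in 2 replicates, and the files hold the number of reads on each cytosine and the percentage methylated as the authors deposited them for YP- and OP-mESCs. The replicates of OP-S33Y #1 had 26038661 and 32301678 reads on 815028 and 683689 CpGs, with a median of 27 and 42 reads per CpG. Those of OP-S33Y #2 had 29637205 and 22197115 reads on 840558 and 778972 CpGs, with a median of 31 and 24 reads per CpG. With at least 10 reads in all 4 libraries, 611663 CpGs could be compared between OP-S33Y #1 and YP-mESCs and 622035 between OP-S33Y #2 and YP-mESCs, none of them on chromosome 13, which is missing from YP-mESC replicate 2. Of the reads on mitochondrial CpGs, 0.28% and 0.25% were methylated in OP-S33Y #1 and 0.45% and 0.41% in OP-S33Y #2. The 20 ICRs of Table S4 were read in each library as for YP- and OP-mESCs, and regions were called by the same rule. The clones' number of passages is not in the labels, and a clone and its culture cannot be told apart with 1 line each.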

Next, we tested the methylation status of OP-S33Y-β-cat #1 and OP-S33Y-β-cat #2 mutant clones by performing RRBS analysis and compared the mutant clones with both E14 YP- and OP-mESCs. 

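The clustering was repeated on the 354867 CpGs with at least 10 reads in all 8 libraries of YP-mESCs, OP-mESCs and the 2 clones, with 1 − Pearson's r as the distance and Ward linkage. Cut into 2 clusters, the tree placed the 2 OP-mESC libraries in one and the other 6 libraries in the other, joined at a height of 0.056. The clones joined each other at 0.025, before they joined YP-mESCs at 0.034. The mean distance of OP-mESCs from the other lines was 0.0340 (range 0.0276 to 0.0418), and that among YP-mESCs and the clones was 0.0226 (range 0.0169 to 0.0306). The excess of 0.0114 compares with a spread of 0.0021 (SD). The 2 ranges overlapped. For OP-S33Y #2 alone, r was 0.968 to 0.972 with OP-mESCs and 0.969 to 0.976 with YP-mESCs, which overlap as well. Average linkage gave the same 2 clusters. Of the other alternatives, a minimum of 20 reads moved the excess to 0.0094, and leaving out OP-S33Y #2 replicate 2 to 0.0132. With the ICRs left out it was 0.0112. In the paper's own clustering and PCA, the 2 clones likewise fell with YP-mESCs, and OP-mESCs stood apart.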

The clusters and PCA analysis grouped together E14 YP-mESCs, OP-S33Y-β-cat #1 and OP-S33Y-β-cat #2 (Figs 3e and S3b), but not E14 OP-mESCs, which clusterized apart. 

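Across the CpGs with at least 10 reads in both replicates, Pearson's r between replicates was 0.981 over 677360 CpGs in YP-mESCs, 0.973 over 391091 in OP-mESCs, 0.985 over 657695 in OP-S33Y #1 and 0.980 over 771465 in OP-S33Y #2. These are correlations across CpGs, which are not independent replicates. On the CpGs shared by all 8 libraries, r was 0.974 to 0.987 within a line and 0.958 to 0.983 between lines, so the 2 ranges overlapped. Between the replicates of one line, the reads varied 1.10 times as much as sampling alone gives in YP-mESCs, 1.20 times in OP-mESCs, 1.14 times in OP-S33Y #1 and 1.11 times in OP-S33Y #2. At a minimum of 20 reads per CpG, an alternative added after the files had been seen, r was 0.981 in OP-mESCs.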

In addition, the two replicates belonging to each sample perfectly correlated between them (Fig. S3c). 

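The median methylation of the ICRs was 45.5% ± 1.6 (SD of the replicates' medians, n = 2) over 15 ICRs in OP-S33Y #1 and 45.0% ± 1.7 (SD of the replicates' medians, n = 2) over 18 ICRs in OP-S33Y #2. Between 30% and 70% lay 13 ICRs of OP-S33Y #1 and 10 of OP-S33Y #2. In OP-S33Y #2, 2 ICRs were below 20% and 5 above 80%. Relative to YP-mESCs, the mean difference over 15 ICRs was 6.8 points in OP-S33Y #1 (permutation p = 0.0087, 12 ICRs higher and 3 lower). Over 17 ICRs it was 7.9 points in OP-S33Y #2 (permutation p = 0.17, 12 higher and 5 lower). In mESCs with a control shRNA (shCtrl), which carry no β-catenin mutant, it was 14.1 points over 17 ICRs (permutation p = 0.00018, 14 higher and 3 lower). A rise over YP-mESCs was therefore not limited to the clones. Relative to OP-mESCs, the mean difference was 24.4 points over 11 ICRs in OP-S33Y #1 (permutation p = 0.002) and 34.0 points over 12 ICRs in OP-S33Y #2 (permutation p = 0.00098). Leaving out OP-S33Y #2 replicate 1 moved the median of that clone to 48.1%. From the levels near the middle of the range, the paper concludes that both clones kept allele-specific methylation.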

As expected, OP-S33Y-β-cat #1 and OP-S33Y-β-cat #2 clones maintained the methylation at the ICRs at around 50%, indicating allele-specific methylation (Fig. 3f). Moreover, by plotting together all the conditions it was clear that E14 OP-mESCs showed loss of methylation at many ICRs if compared to YP-mESCs and to the mutant clones (Fig. 3g).

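Among the ICRs with a value in both replicates of YP-mESCs and OP-mESCs, the loss was largest at Plagl1, with 4.2% ± 1.9 (SD, n = 2) in OP-mESCs, 67.0% ± 8.0 (SD, n = 2) in YP-mESCs, 93.9% ± 0.6 (SD, n = 2) in OP-S33Y #1 and 91.3% ± 0.5 (SD, n = 2) in OP-S33Y #2. At Grb10 the levels were 2.0% ± 0.9 (SD, n = 2) in OP-mESCs, 32.8% ± 2.4 (SD, n = 2) in YP-mESCs, 48.1% ± 8.1 (SD, n = 2) in OP-S33Y #1 and 52.4% ± 1.7 (SD, n = 2) in OP-S33Y #2. Impact had 0.1% ± 0.1 (SD, n = 2) in OP-mESCs against 33.8% ± 2.2 (SD, n = 2) in YP-mESCs, 36.2% ± 1.4 (SD, n = 2) in OP-S33Y #1 and 33.3% ± 2.3 (SD, n = 2) in OP-S33Y #2. Kcnq1ot1 had 0.7% ± 1.0 (SD, n = 2) in OP-mESCs and 47.0% ± 2.7 (SD, n = 2) in YP-mESCs, with 43.4% ± 4.2 (SD, n = 2) in OP-S33Y #1 and 95.5% ± 0.7 (SD, n = 2) in OP-S33Y #2. Inpp5f had 1.4% ± 1.3 (SD, n = 2) in OP-mESCs and 23.6% ± 15.5 (SD, n = 2) in YP-mESCs. Gnas, Commd1, Peg3, Snrpn and Trappc9 showed no loss in OP-mESCs beyond the spread between replicates. Among the alternatives set beforehand, the largest change in the mean difference from OP-mESCs came from leaving out OP-mESC replicate 2, to 28.6 points for OP-S33Y #1. From the lower levels in OP-mESCs than in the other 3 lines, the paper concludes that OP-mESCs had lost methylation at many ICRs.

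**Figure D2:**
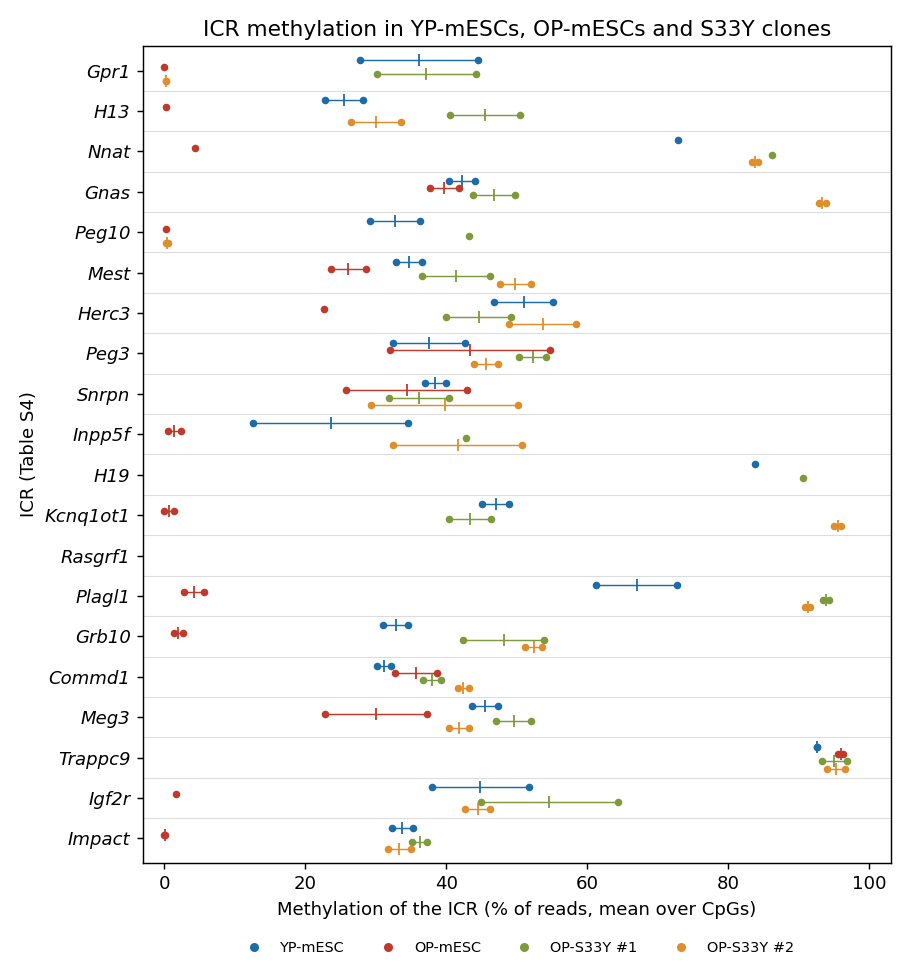
Methylation of each ICR of Table S4 in % of reads (horizontal axis, mean over the CpGs of the ICR), for YP-mESCs, OP-mESCs, OP-S33Y #1 and OP-S33Y #2. Points are replicates, a tick marks the mean of 2 replicates and the line joins them. The OP-mESC replicates lie at 2.8% and 5.6% at Plagl1 and at 2.6% and 1.4% at Grb10, and OP-S33Y #2 lies at 92.8% and 93.8% at Gnas and at 0.2% and 0.3% at Gpr1.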

To further validate the RRBS data and to analyze additional ICRs, we performed COBRA analysis and pyrosequencing quantification (Fig. S3d,e). Methylation at *Airn*, *Rasgrf1*, *Grb10* and *Ig-DMR* ICRs was maintained normal, at around 50%. However, in the OP-S33Y-β-cat #2 clone *Gnas XL* and *Peg10* were hypermethylated and hypomethylated respectively, suggesting other possible and unpredictable cellular mechanisms, or perturbations occurring in specific clones that could be induced by selection effects. Finally, OP-S33Y-β-cat #1 and OP-S33Y-β-cat #2 mESC clones maintained a round shaped morphology also after several passages *in vitro* (Fig. S3f).

Overall these data indicate that sustained Wnt/β-catenin activity in mESCs cultured for several passages in Serum + LIF medium prevents the loss of methylation at ICRs and at other genomic regions. 

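The 92 hypomethylated regions of Table S1 with at least 2 CpGs in all 8 libraries, most of them outside ICRs, were read in each line. Their median methylation was 52.7% ± 1.0 (SD of the replicates' medians, n = 2) in YP-mESCs and 18.3% ± 0.6 (SD, n = 2) in OP-mESCs. In OP-S33Y #1 it was 43.9% ± 2.8 (SD, n = 2), and in OP-S33Y #2 35.5% ± 1.6 (SD, n = 2). Relative to YP-mESCs, 74 of these regions had fallen by more than 25 points in OP-mESCs, 4 in OP-S33Y #1 and 17 in OP-S33Y #2. The median difference from YP-mESCs was -8.7 points in OP-S33Y #1 and -16.3 in OP-S33Y #2, with 73 and 85 of the regions lower. The paper had selected the regions for high values in these YP-mESC libraries and low values in OP-mESCs, so any other line can be expected to fall between the 2. In shCtrl mESCs, which carry no β-catenin mutant, the median was 47.3% ± 0.04 (SD, n = 2), with a median difference of -5.6 points from YP-mESCs, 62 of the regions lower and 3 lower by more than 25 points. From its data on ICRs and on the profiles of the clones, the paper concludes that sustained Wnt/β-catenin activity prevented the loss of methylation at ICRs and elsewhere.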

Accordingly, loss of Wnt activity can affect DNA methylation and, as a consequence, mESC differentiation potential.

### DNA hypomethylation results in loss of chromatin repressor recruitment at the ICRs

To protect the methylated allele from de-methylation, several chromatin repressors are recruited at the ICRs. In particular, ZFP57 is highly expressed in mESCs and can directly bind to a methylated hexanucleotide DNA motif within imprinted control regions^34^. After binding, ZFP57 recruits KAP1, which in turn interacts with other heterochromatin-associated histone marks, including H3K9me3^33,34^. Thus, we decided to investigate whether ZFP57 and H3K9me3 levels changed during mESC passages along with the loss of DNA methylation at the ICRs. To this aim, we performed chromatin immunoprecipitation (ChIP)-qPCR experiments for both ZFP57 and H3K9me3 on some known ICR target regions^34^. Both ZFP57 and H3K9me3 binding decreased in *KvDMR*, *Rasgrf1*, *Airn* and *Inpp5fV2* ICRs, reflecting their methylation status. On the contrary, no reduction of ZFP57 and H3K9me3 binding occurs at the *Gnas* ICR, which did not show loss of DNA methylation in OP-mESCs (Figs 4a,b and S2h,i). *Gapdh* was used as negative control region and showed low levels of enrichment across all conditions as expected (Fig. 4a,b). Similar results were obtained in GS1 mESCs. GS1 OP-mESCs were characterized by loss of ZFP57 and H3K9me3 recruitment at *KvDMR*, *Rasgrf1*, *Airn*, but not at *Inpp5fV2*, which was already de-methylated in GS1 YP-mESCs (Figs S4a,b and S2k). These data show that ZFP57 and H3K9me3 ChIP levels are decreased at hypomethylated ICRs, consistently with the methylation profiles shown previously (Figs 2h–j, 3g and S2h,k).

**Figure 4:**
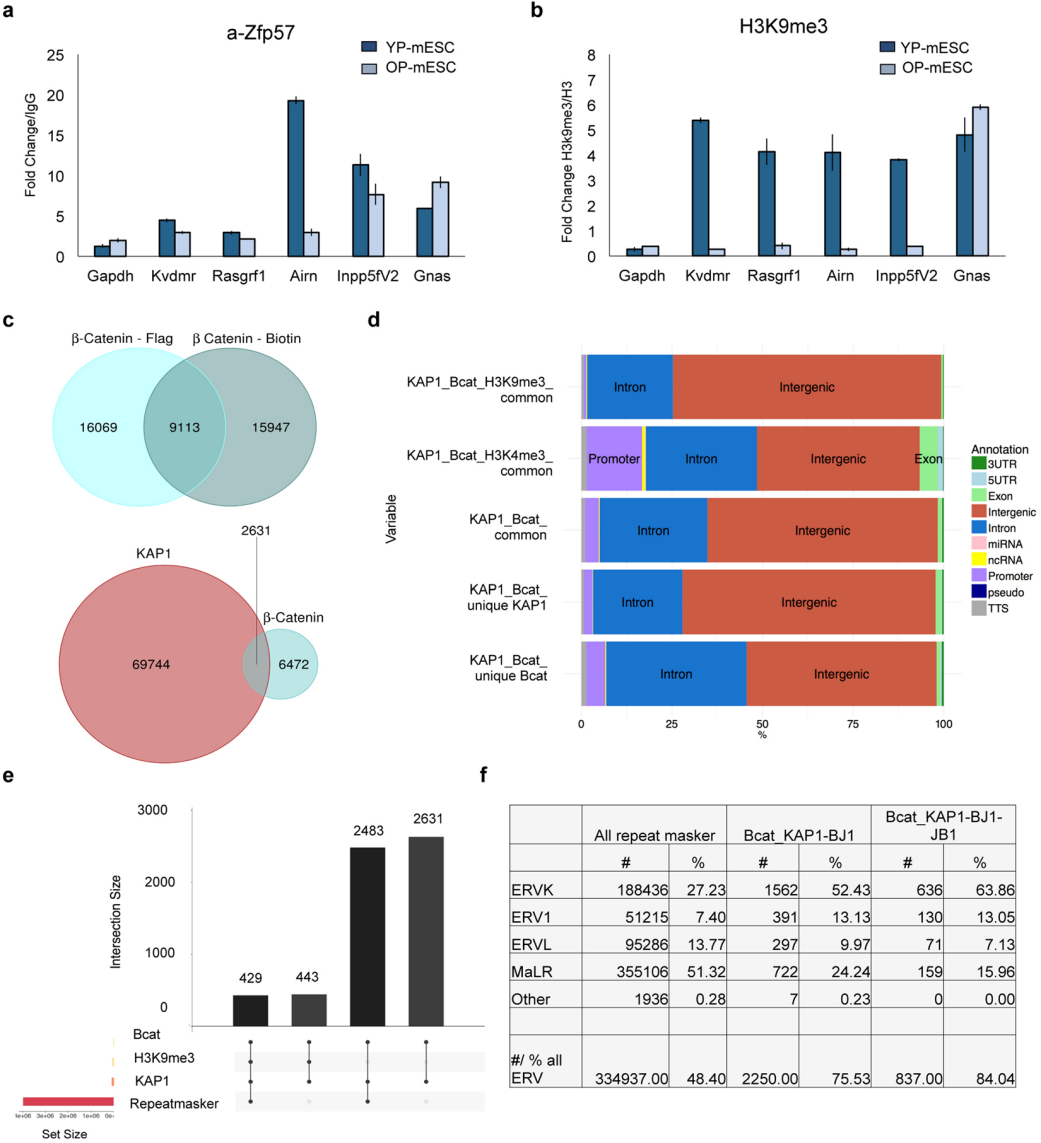
β-catenin and KAP1 share intergenic common DNA binding sites localized mainly on LTRs and ERVs. (**a**,**b**) Representative ChIP-qPCR experiment (out of n = 2 independent experiments) of ZFP57 (**a**) and H3K9me3 (**b**) recruitment at several ICRs. The data are represented as fold change (2^−ΔΔCt^) over IgG (**a**) or H3 (**b**) and means ± SD. (**c**) Venn diagram showing overlapping regions between ChIP-sequencing profiles of β-catenin and KAP1. The peaks between Flag- (β-catenin-Flag) and Biotin- (β-catenin-Biotin) tagged endogenous β-catenin published by Zhang and colleagues^73^ were intersected among them. The common bound regions were then overlapped with KAP1 ChIP-sequencing peaks performed in BJ1 mESCs by Anvar and colleagues^31^. (**d**) Bar chart showing genomic distribution of unique and common peaks among β-catenin, KAP1, H3K9me3, H3K4me3. (**e**) Bar chart showing ChIP-sequencing peaks intersection among KAP1, β-catenin, KAP1, H3K9me3 and Repeat masker. The number of common overlapping peaks is indicated on the top of the bars. (**f**) Table showing the different LTR and ERV families represented as number (#) and percentage (%) over Repeat maskers (column 2, 3), the total number of common overlapping peaks between β-catenin and KAP1 in BJ1 (column 4, 5), the total number of common overlapping peaks among β-catenin, KAP1 in BJ1 and KAP1 in JB1 mESCs (columns 6, 7).

### β-catenin and KAP1 proteins share common genomic bound regions

Having observed the effect of the Wnt/β-catenin signaling downregulation, we wondered whether β-catenin could play a direct or indirect role in the control of the ICR methylation and epigenetic changes. By analyzing published ChIP-sequencing datasets we observed that several β-catenin binding sites localized close to KAP1, which is responsible for the recruitment of repressors in silent genomic regions. In particular, we compared published β-catenin ChIP-sequencing profiles^73^ with those of KAP1^31^. We first overlapped ChIP-sequencing profiles between Biotin-tagged and Flag-tagged β-catenin, and we found 9113 common peaks (almost 69% of all peaks) (Fig. 4c, upper diagram), confirming the previously published results^73^. Next, we intersected these 9113 peaks with KAP1 ChIP-sequencing profiles^31^ carried out using two different mESC strains (BJ1 and JB1 mESCs) and we found 2631 common overlapping regions between β-catenin and KAP1 in BJ1 mESCs (Fig. 4c, lower diagram). Since the number of total bound regions was much lower in KAP1 ChIP-sequencing dataset in JB1 mESCs (38713 versus 72535 for KAP1 in BJ1 mESCs), we found less common regions bound by both β-catenin and KAP1 (Table S2). As expected, most of the common regions bound from both β-catenin and KAP1, were intergenic or within introns, around 64% and 30% respectively considering both KAP1 ChIP-sequencing data sets (KAP1 in BJ1 and JB1 mESCs) (Fig. 4d and Table S2).

In parallel, we observed that, among the overlapping peaks, around 400–500 regions were also enriched for either H3K9me3 or H3K4me3, which are associated to silent or active chromatin, respectively (Fig. S4c,d and Table S2). For these analysis, we used the already published ENCODE ChIP-sequencing data for H3K9me3 (GSM1000147) and H3K4me3 (GSM769008)^74^. As expected, the H3K9me3 peaks were located mostly within intergenic genomic regions, while the H3K4me3 bound sites were distributed among intergenic, introns and promoters, including CpG islands (Figs 4d, S4e and Table S2). Nevertheless, in the overlapping regions among β-catenin, KAP1 and H3K9me3 we could find only two ICRs (*Grb10* and *Meg3*), as potential targets of β-catenin. Notably, the same two ICRs were also bound by ZPF57^31^, which specifically binds to methylated ICRs, as we previously observed in the overlapping regions between β-catenin and ZFP57. However, in this case, the total number of common binding sites was very low (Table S2).

Interestingly, almost all common genomic regions, bound by β-catenin and KAP1 were enriched in repeats (94% and 97% considering KAP1 datasets carried out in BJ1 and JB1 mESCs, respectively). This was also true when we overlapped the data with H3K9me3 peaks (Fig. 4e and Table S2). Among the different repeats the most enriched were the LTRs, which constitute 40% of the common regions bound by β-catenin and KAP1 (Fig. S4f and Table S3). Accordingly, 78–79% of the LTRs bound by both β-catenin and KAP1 were located within intergenic regions (Fig. S4g), confirming the previous data, showed in Fig. 4d and Supplementary Table S2.

Long-terminal repeat (LTR) elements belong to the third repeat class and represent 10% of all mammalian transposable elements^75,76^. All mammalian LTRs derive from the vertebrate-specific endogenous retroviral elements (ERVs), which can be grouped into sub-classes (I–III) and subfamilies, such as murine retroviral-related sequences (MURRSs, class I), ERVK, class II, ERVL and mammalian apparent LTR retrotransposons (MaLR, (class III), and others^75–77^. The expression of retroelements has been previously detected in different developmental stages. However, in most tissues and during embryo development the transcription of ERVs is counteracted by several epigenetic mechanisms, including DNA methylation, chromatin repressors (i.e. KAP1) and heterochromatin-associated histone marks, such as H3K9me3^46,78–80^.

As expected most of the LTRs were found in the overlapping common regions between β-catenin and KAP1 corresponded to endogenous retroviral elements, with the ERVK family (including Intracisternal A-particle (IAP) and early transposons (ETn//MusD)) being the most represented one, followed by MaLR and ERV1 families (Fig. 4f). Accordingly, almost 80% and 17% of ERVs were located within intergenic genomic regions and introns, respectively (Fig. 5a).

**Figure 5:**
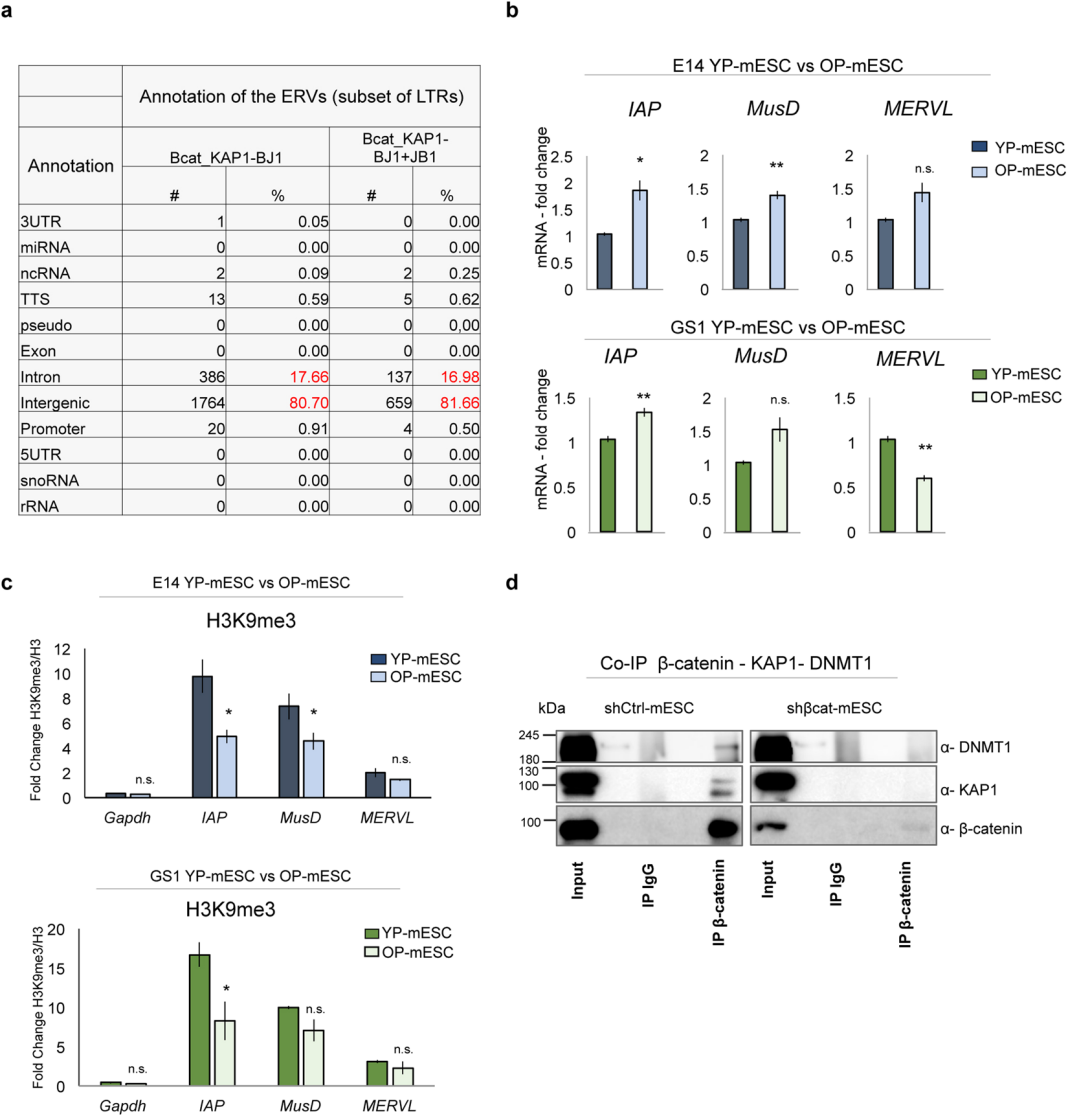
β-catenin interacts with the chromatin repressive complex. (**a**) Table showing genomic annotation of common ERVs bound by β-catenin and KAP1 in BJ1 (columns 2, 3), and among β-catenin, KAP1 in BJ1 and KAP1 in JB1 mESCs (columns 4, 5), represented as number (#) and percentage (%) over the total common peaks. (**b**) Quantitative real-time PCR experiments showing the expression profiles of ERVs (*IAP*, *MusD*, *MERVL*) in E14 (upper charts) and GS1 (lower charts) YP- and OP- mESCs. The transcriptional levels are normalized to *Gapdh* as a reference gene. Data are represented as fold change (2^−ΔΔCt^) relative to the YP-mESCs and the results are means of n = 3 independent experiments ± SE. (**c**) ChIP-qPCR analysis of H3K9me3 recruitment at *IAP*, *MusD* and *MERVL* ERVs in E14 (upper charts) and GS1 (lower charts) YP- and OP- mESCs. The data are represented as fold change (2^−ΔΔCt^) over H3 and means of n = 3 independent experiments ± SE. (**b**,**c**) Asterisks indicate statistical significance calculated by unpaired two-tailed t test analysis (n.s. not significant; *p < 0.05; **p < 0.01). (**d**) Co-immunoprecipitation of β-catenin with either KAP1 or DNMT1 followed by western-blot analysis, in shCtrl -or shβcat- transduced E14 mESCs. 10% of input was used for DNMT1, KAP1 and β-catenin IP. IgG were used as negative control. An empty well was included between each experimental condition (Input, IgG and IP) to avoid cross-contamination.

### β-catenin can directly interact with KAP1 protein and regulate the expression of retrotransposons

To further investigate the epigenetic changes in YP- and OP-mESCs, we also analyzed the expression of some endogenous retroviruses, along with ICR DNA methylation. *IAP* and *MusD* subsets of ERVs were significantly upregulated in the E14 OP-mESCs (Fig. 5b, upper panel) but not *MERVL*, when compared to YP-mESCs. Interestingly, *IAP* expression increases also in GS1 OP-mESCs (Fig. 5b, lower panel), suggesting that these endogenous retroviral elements could be more active in OP- than in YP-mESCs.

Retrotransposons (such as *IAP* and *MusD*) are located within repressed genomic regions and they have been associated with induction and spreading of heterochromatin marks, such as H3K9me3^81^. Furthermore, they are controlled by KAP1-mediated repressive complexes, which prevent their activation and genomic spreading^46,79,80^. Therefore, to analyze whether the transcriptional up-regulation of the ERVs in OP-mESCs correlates with loss of heterochromatin marks, we performed ChIP- qPCR analysis for H3K9me3 in E14 and GS1 YP- and OP-mESCs. The recruitment of H3K9me3 decreased at *IAP LTR* in both E14 and GS1 OP-mESCs, and at *MusD* in E14 OP-mESCs (Fig. 5c upper and lower panels), which was consistent with their expression profile. However, the ChIP-qPCR profile did not follow *MERVL* expression changes, suggesting that other repressive mechanisms control specifically these elements in the OP-mESCs (Fig. 5b,c). In mESCs the expression of ERVs is controlled by a number of chromatin repressive factors, including KAP1, DNMT1, among others^82^. In particular, KAP1 acts as a co-repressor by facilitating the recruitment of repressive complexes at ERVs, ICRs or other silenced genomic regions^46^. Since, in our analysis almost all of the common overlapping regions corresponded to intergenic regions enriched in LTRs, we reasoned that β-catenin could interact with the chromatin repressive complex, in particular with KAP1. To confirm this hypothesis, we performed co-immunoprecipitation (CoIP) experiments in E14 YP-mESCs carrying either a short hairpin against a control sequence with no predicted genomic target (shCtrl) or against β-catenin (shβcat). In shCtrl-transduced mESCs, β-catenin was co-immunoprecipitated with KAP1 and DNMT1, suggesting that it can interact with each one of the components of the epigenetic repressive complex (Fig. 5d, left panel). As control, we performed CoIP experiments in the shβcat-infected mESCs. In absence of β-catenin neither KAP1 nor DNMT1 could be immunoprecipitated as expected (Fig. 5d, right panel). Importantly, the amount of total (as observed by the input band) and the immunoprecipitated β-catenin was much lower in the shβcat-infected mESCs, showing the high silencing efficiency (Fig. 5d, right panel).

### Inhibition of β-catenin causes impaired mESC differentiation and changes in retrotransposon expression, but it does not affect ICR methylation

To further investigate whether β-catenin plays a direct role in protecting ICRs and retrotransposons, thereby safegarding genomic stability, we knocked down β-catenin in E14 YP-mESCs by using three different pLKO-based silencing constructs^83,84^. We tested β-catenin silencing efficiency by performing qPCR and by western blot analysis. β-catenin transcript and protein (both total and nuclear) were efficiently downregulated (Fig. 6a, upper panel, and 6b), as well as the downstream target *Axin2* (Fig. 6a, upper panel). Neither the expression of pluripotency markers, *Nanog* and *Oct4* (Fig. 6a, lower panel), nor the self-renewal capacity (Fig. 6c, left micrographs) were impaired after β-catenin silencing in mESCs as expected^14,85^. Nevertheless, mESCs carrying β-catenin silencing shRNAs could not properly differentiate. The embryoid bodies started to disaggregate already at day 3 (Fig. 6c), displaying a phenotype similar with the one reported in β-catenin knockout mESCs thus confirming the already published data^14,85^.

**Figure 6:**
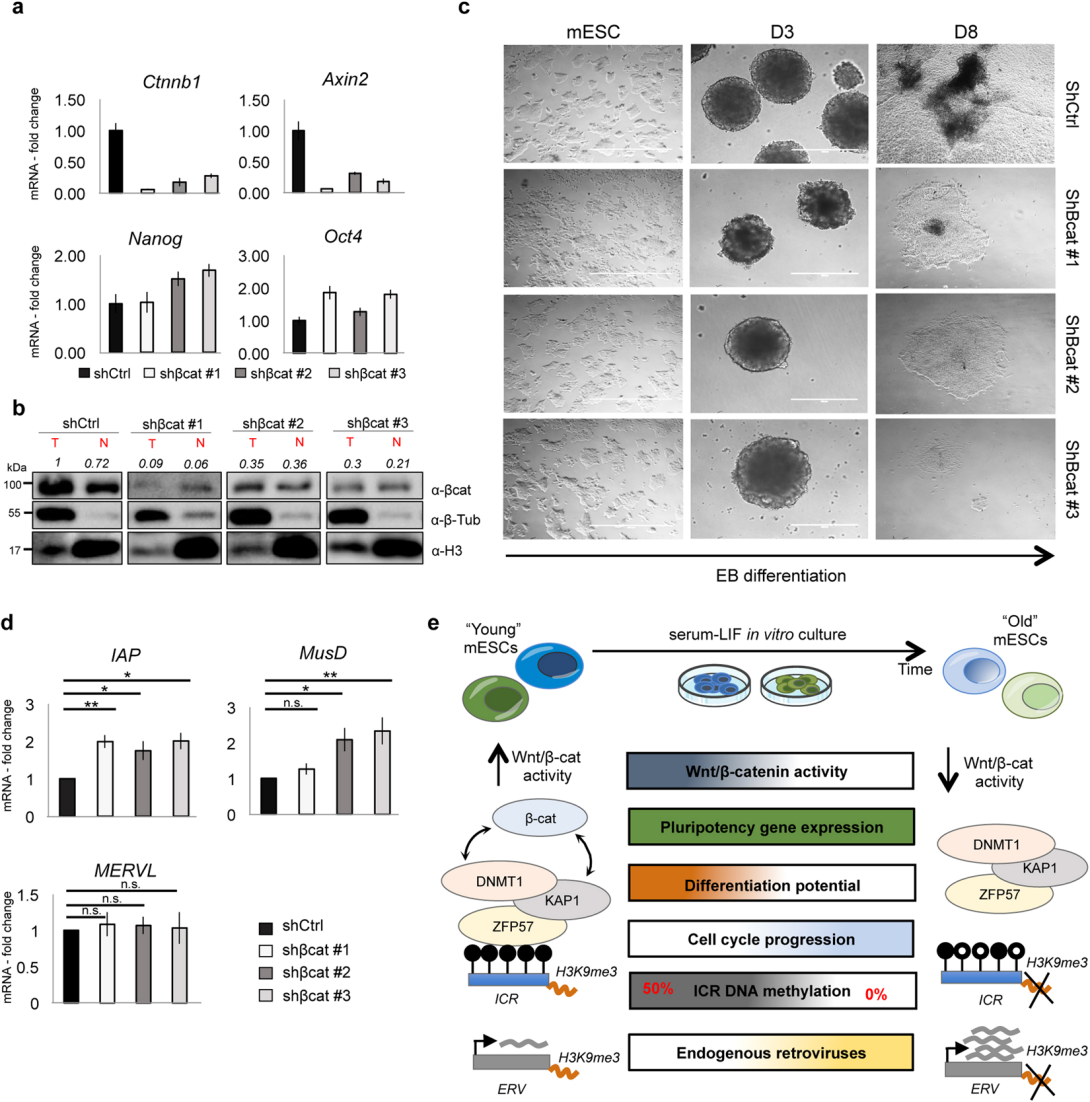
β-catenin silencing impairs mESC differentiation. (**a**) Quantitative real-time PCR analysis showing β-catenin silencing efficiency, *Axin2* and pluripotency marker (*Nanog*, *Oct4*) levels. The transcriptional levels are normalized to *Gapdh* as a reference gene. Data are represented as fold change (2^−ΔΔCt^) relative to the shCtrl-infected mESCs and the results are means of n = 3 technical replicated ± SD. (**b**) Western blot analysis showing protein levels of total and nuclear β-catenin in shCtrl-, shβcat#1-, shβcat#2- and shβcat#3- transduced E14 mESCs (n = 1). Quantification of total and nuclear β-catenin is represented as relative to total β-catenin in shCtrl-transduced mESCs. β-tubulin and H3 were used as loading controls. For western-blot quantification densitometric analysis was carried out by using ImageJ software. The quantification reflects the relative amounts as a ratio of each protein band relative to their loading control. (**c**) Representative bright field images of mESCs and embryoid bodies (EBs) at day 3 (D3), 8 (D8) after β-catenin silencing (shβcat #1, #2, #3) *versus* the control condition (shCtrl). Scale bar is 400 μm. (**d**) Quantitative real-time PCR experiments showing the expression profiles of ERVs (*IAP*, *MusD*, *MERVL*) in shCtrl-, shβcat#1-, shβcat#2- and shβcat#3- transduced E14 mESCs. The transcriptional levels are normalized to *Gapdh* as a reference gene. Data are represented as fold change (2^−ΔΔCt^) relative to shCtrl-infected mESCs and are means of n = 3 independent experiments ± SE. Asterisks indicate statistical significance calculated by unpaired two-tailed t test analysis (n.s. not significant; *p < 0.05; **p < 0.01). (**e**) Schematic representation showing cellular and epigenetic changes occurring in prolonged *in vitro* mESC cultures along with Wnt/β-catenin pathway downregulation.

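RRBS was performed on 2 replicates each of mESCs and of day 8 embryoid bodies (EBs, aggregates in which mESCs differentiate) transduced with a control shRNA (shCtrl) or with shβcat #1, an shRNA against β-catenin mRNA. As for the other libraries, the authors deposited reads per cytosine and the percentage methylated. The replicates of shCtrl mESCs had 33114520 and 33296468 reads on 1009899 and 1152402 CpGs, with a median of 27 and 24 reads per CpG. Those of shβcat #1 mESCs had 40378122 and 37555307 reads on 1071016 and 1093577 CpGs, with a median of 32 and 29 reads per CpG. In EBs, the shCtrl replicates had 29954330 and 40402944 reads on 1121499 and 1000401 CpGs, with a median of 22 and 33 reads per CpG. Those of shβcat #1 EBs had 35971256 and 40519010 reads on 1152971 and 919852 CpGs, with a median of 26 and 35 reads per CpG. CpGs were kept at a minimum of 10 reads, the strands of a CpG were summed, and the regions and the 20 ICRs of Table S4 were read as in YP- and OP-mESCs. The labels name no sequencing batch. Each comparison of shβcat #1 with shCtrl was made within mESCs or within EBs, so that a batch shared by all libraries of the experiment cannot enter it. That does not hold where shCtrl mESCs are set beside YP-mESCs.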

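In mESCs, mean methylation over 915436 CpGs was 33.77% ± 0.11 (SD, n = 2) with shβcat #1 and 32.52% ± 0.11 (SD, n = 2) with shCtrl. It fell by more than 25 points at 1517 CpGs (0.17%) and rose by as much at 5684 (0.62%). In EBs, mean methylation over 824284 CpGs was 34.61% ± 0.32 (SD, n = 2) with shβcat #1 and 34.91% ± 0.25 (SD, n = 2) with shCtrl, with a fall of more than 25 points at 2540 CpGs (0.31%) and a rise at 4411 (0.54%). Over 19 ICRs, the mean difference between shβcat #1 and shCtrl was 0.9 points in mESCs (permutation p = 0.49) and -0.8 points in EBs (permutation p = 0.48). The median ICR methylation was 52.2% ± 2.1 (SD of the replicates' medians, n = 2) in shCtrl mESCs and 52.8% ± 2.2 (SD of the replicates' medians, n = 2) in shβcat #1 mESCs, and 54.2% ± 3.9 (SD of the replicates' medians, n = 2) and 56.3% ± 4.4 (SD of the replicates' medians, n = 2) in the EBs. The corresponding mean difference between OP-mESCs and YP-mESCs was -17.7 points over 12 ICRs. On CpGs covered in every library compared, the mean difference in mESCs was 2.2 points (permutation p = 0.046), a rise with silencing. With each replicate left out in turn, the mean difference in EBs ranged from -2.4 to 0.75 points, so its sign was not fixed. The paper reports that silencing brought no drastic loss of methylation, unlike prolonged culture in OP-mESCs.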

When we analyzed DNA methylation profile by RRBS, we did not observe a drastic loss of genome-wide DNA methylation at CpG islands and ICRs, in contrast to what we observed for OP-mESCs (Fig. S5a,b, and Table S4). We performed RRBS analysis on both shCtrl- and shβcat- transduced mESCs and EBs at day 8 of differentiation. We focused on the mESCs carrying shβcat #1 construct, which showed the highest silencing efficiency. Shβcat-infected mESCs displayed lower methylation at *Peg10*, *Peg3*, *Inpp5fV2*, *Airn* (Fig. S5b, black arrows), whereas *Snrpn*, *Commd1* and *Impact* had less methylation in the shβcat-transduced EBs, when compared to control (shCtrl) (Fig. S5b, blue arrows). 

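In mESCs, the Peg10 ICR had 44.4% ± 5.5 (SD, n = 2) with shβcat #1 and 46.6% ± 3.2 (SD, n = 2) with shCtrl, and the Peg3 ICR 44.0% ± 14.6 (SD, n = 2) against 48.6% ± 10.8 (SD, n = 2). Inpp5f had 47.7% ± 3.8 (SD, n = 2) against 50.7% ± 2.3 (SD, n = 2). The ICR of Igf2r and Airn had 51.3% ± 2.4 (SD, n = 2) against 53.1% ± 5.2 (SD, n = 2). These 4 differences, of -2.1, -4.6, -3.0 and -1.8 points, were within the spread between replicates, and the adjusted p of the quasi-binomial F test was 0.92 for Peg10, Peg3 and Igf2r and 0.93 for Inpp5f. In EBs, Snrpn had 44.8% ± 6.0 (SD, n = 2) with shβcat #1 and 44.8% ± 6.4 (SD, n = 2) with shCtrl, a difference not detectable between these replicates. The CpGs covered differed between these libraries. From the reads of the 2 common CpGs the difference was -8.2 points (adjusted p = 0.95, quasi-binomial F test). Table S4 gives 39.1% with shβcat #1 and 48.1% with shCtrl. Commd1 had 49.9% ± 2.4 (SD, n = 2) against 54.1% ± 5.8 (SD, n = 2). Its adjusted p from the quasi-binomial F test was 0.65. Impact, on chromosome 18, had 39.4% ± 3.2 (SD, n = 2) against 53.6% ± 8.3 (SD, n = 2), a difference of -14.2 points over 22 CpGs and at least 553 reads per library. In the quasi-binomial F test the adjusted p was 0.044, where a test of 2 replicates against 2 by exact permutation cannot go below 0.33. It was the only ICR of 19 tested in EBs to pass the threshold, and none of 19 did in mESCs. With the replicate number as a block, 1 ICR was lower in EBs and 0 in mESCs. The r of deviations between libraries with the same number was 0.053 in EBs and 0.003 in mESCs. The call at Impact was not stable. With each replicate left out in turn its difference in EBs ranged from -20.1 to -8.3 points, and only the fit without EB shCtrl replicate 1 still passed the threshold. At a minimum of 20 reads per CpG it was -11.6 points and did not pass.

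**Figure D3:**
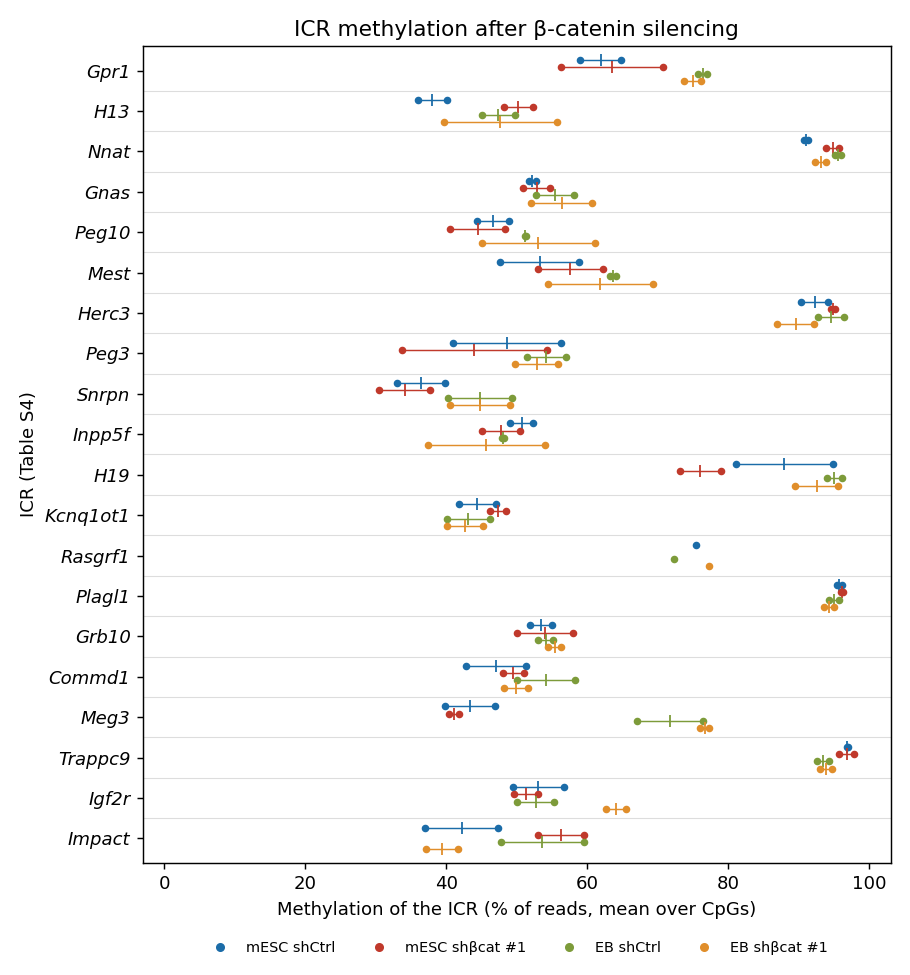
Methylation of each ICR of Table S4 in % of reads (horizontal axis, mean over the CpGs of the ICR) in mESCs and EBs with shCtrl or shβcat #1. Points are replicates, a tick marks the mean of 2 replicates and the line joins them. At Impact, shβcat #1 EBs lie at 37.2% and 41.7% and shCtrl EBs at 47.7% and 59.5%.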

Moreover, we validated the RRBS data by performing COBRA analysis on several ICRs, such as *Airn*, *Grb10*, *Rasgrf1*, *Ig-DMR*, *Peg10* and *Gnas XL*. The methylation profile (as showed by the enzymatic digestion pattern) did not almost change between shCtrl- and shβcat-transduced mESCs (Fig. S5c), suggesting that the methylation differences observed in the RRBS analysis were small and not comparable to the ones observed in OP-mESCs. Nevertheless, we observed an upregulation of *IAP*, *MusD*, but not of *MERVL* expression after β-catenin silencing (Fig. 6d) suggesting that β-catenin silencing might affect the epigenetic regulation of silent genomic regions, likely acting together with repressive complexes. In conclusion, the observation that β-catenin removal did not cause relevant changes in DNA methylation might indicate that the endogenous β-catenin amount is already limiting and further reduction does not affect the methylation level.

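Under the region rule, 3 regions were hypomethylated and 0 hypermethylated in shβcat #1 mESCs, and 0 hypomethylated and 5 hypermethylated in shβcat #1 EBs. In mESCs, the intergenic region on chromosome 11 of mm9 (97928701 to 97929066) had 31.3% ± 3.2 (SD, n = 2) with shβcat #1 and 67.5% ± 4.8 (SD, n = 2) with shCtrl. The region at Nefm (chromosome 14, 68741773 to 68743639, coding exon, intron and UTR) had 15.4% ± 0.1 (SD, n = 2) with shβcat #1 and 33.9% ± 0.0 (SD, n = 2) with shCtrl. That at Pmaip1 (chromosome 18, 66618094 to 66618594, over its transcription start) had 35.2% ± 3.0 (SD, n = 2) with shβcat #1 and 55.1% ± 4.7 (SD, n = 2) with shCtrl. In these 3 regions both shβcat #1 replicates were below both shCtrl replicates, but the regions were called from the same libraries. Of the CpGs compared in the called regions, 12 of 13 had changed on chromosome 11, 13 of 56 at Nefm and 11 of 31 at Pmaip1. Only 6, 2 and 1 of these had an adjusted p under 0.05 in the binomial model of single CpGs. At a minimum of 20 reads per CpG, the difference at Pmaip1 shrank from -19.9 to -4.1 points, while that at Nefm went from -18.5 to -20.4. The region of Table S4 at Zfp316 (chromosome 5, 144014723 to 144017039) had 46.1% ± 2.4 (SD, n = 2) with shβcat #1 and 42.5% ± 0.3 (SD, n = 2) with shCtrl. In EBs, the largest rise was on chromosome 2 (30640228 to 30640364, intergenic), where the mean was 50.5% ± 0.1 (SD, n = 2) with shβcat #1 and 16.9% ± 0.4 (SD, n = 2) with shCtrl. Leaving out EB shβcat #1 replicate 2 moved the number of hypermethylated regions in EBs most among the alternatives set beforehand, to 12. From the small number of changes, the paper proposes that endogenous β-catenin was already limiting, so that a further reduction left methylation unchanged.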

## Discussion

Since mouse embryonic stem cells (mESCs) were isolated, in the early 80’s^6,7^, many groups started to investigate the mechanisms that define their pluripotency. Mouse ESCs present many comparable properties with the inner cell mass (ICM) of the blastocyst, such as the expression of pluripotency genes and the capacity to contribute to the formation of the three germ layers. Up to now, many studies have investigated embryonic developmental mechanisms by exploiting the capacity of mESCs to self-renew *in vitro* indefinitely. Mouse ESCs are usually cultured *in vitro* in the presence of LIF^86,87^, which directly controls the expression of the pluripotency gene-network that includes *Oct4*, *Nanog* and other factors^88^.

Nevertheless, whether the *in vitro* cultured mESCs are identical to the ICM has been a topic of debate of the last years. With the aim to obtain mESCs with features as much as possible similar to the ICM, the 2i-LIF culturing medium was designed to drive mESCs toward a naïve pluripotent state, characterized by high expression of several pluripotency genes, including *Rex1*^89,90^. This has been attributed to the activity of two small drug inhibitors (2i) of MEK1/2 and GSK3β, the latter leading to Wnt/β-catenin signaling activation. However, the identity of mESCs is not only dependent on the pluripotency gene network but also on the maintenance of a correct epigenetic state. Indeed, many groups previously observed genomic instability of mouse and human ESCs when they were cultured *in vitro* for a long time^36^. Recently, it has been shown that the constant inhibition of MEK1/2 is detrimental for mESC homeostasis after prolonged *in vitro* culture, leading to chromosomal aberrations, severe global hypomethylation and impaired differentiation capacity^39^. However, this study did not addressed whether Wnt/β-catenin activity also had an epigenetic effect in prolonged mESC cultures.

The essential role of Wnt/β-catenin signaling in mESC differentiation is widely accepted. Loss of β-catenin^12–14^ or Wnt3a^17,91^ causes embryo cell death when gastrulation starts. Likewise, we observed that OP-mESCs, which showed decreased endogenous Wnt/β-catenin activity, could not generate beating embryoid bodies with the same efficiency as YP-mESCs. On the contrary, they expressed high levels of ectodermal markers, such as *Otx2*, *Sox1*, *Pax6*, Nestin and III β-Tubulin, during both EB and neural differentiation. E14 OP-mESCs also expressed high levels of *Fgf5* during differentiation, but GS1 OP-mESCs did not, suggesting a possible epigenetic dysregulation of this gene in this strain. Since the differentiation potential of OP-mESCs was biased toward the ectodermal fate, these data might suggest that OP-mESCs could be more primed with respect to the YP-mESCs, and they could share some common features with epiblast stem cells (EpiSCs)^92,93^. It is important to note however that EpiSCs were shown as able to generate the three germ layers *in vitro* and maintain their genomic integrity^93^. In our study, the expression level of pluripotency genes was maintained high in OP-EBs, indicating that OP-mESCs could not properly exit from pluripotency state, in agreement with what was previously observed in β-catenin knockout mESCs^85^. Indeed, β-catenin knockout–derived teratomas displayed high level of pluripotency markers and features comparable to germ cell tumors.

In addition to molecular pathways alterations, several epigenetic changes have been investigated in both mouse and human ESCs. These epigenetic changes can occur both at the level of DNA methylation and histone modifications and they affect the chromatin structure and ESC identity. In particular, DNA methylation is sensitive to external stimuli and cellular stress. DNA methylation pattern is maintained stable during cell replication through the action of DNA methyltransferases (DNMTs) and other repressors, since tuned methylation levels are indispensable for mESC stability and differentiation. Loss of DNMTs leads to severe global epigenetic deregulation, which causes developmental defects and embryonic lethality, as previously reported^39,44,94–96^. Accordingly, in our study, we observed changes in DNA methylation at several CpG enriched genomic regions, which were prevalently hypomethylated upon prolonged culturing, and consequently, impaired mESC differentiation potential. Moreover, the hypomethylated CpG regions appeared to control several biological processes as indicated by the gene ontology analysis, with the metabolic processes as the most represented. Additionally, some of the analyzed hypomethylated regions were found nearby genes that have been previously reported to interact with Wnt pathway and its downstream components in different cellular contexts^97–101^. 

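In RRBS, the Table S1 region in coding exon and intron of Kdm2b (chromosome 5 of mm9, 123330335 to 123332574) had 19.1% ± 0.4 (SD, n = 2) in OP-mESCs against 47.5% ± 1.0 (SD, n = 2) in YP-mESCs. The region in Tet3 (chromosome 6, 83318001 to 83318807, coding exon and UTR) had 38.0% ± 9.8 (SD, n = 2) in OP-mESCs against 76.7% ± 9.1 (SD, n = 2) in YP-mESCs, from only 25 reads in OP-mESC replicate 2. The region in an intron of Pcdhgc5 (chromosome 18, 37845607 to 37845829) had 12.4% ± 3.3 (SD, n = 2) in OP-mESCs against 45.6% ± 4.6 (SD, n = 2) in YP-mESCs. The intergenic region listed with Mir148a (chromosome 6, 51120018 to 51122051) had 9.3% ± 0.4 (SD, n = 2) in OP-mESCs against 34.9% ± 3.3 (SD, n = 2) in YP-mESCs. The Grb10 region had 2.0% ± 1.0 (SD, n = 2) in OP-mESCs against 32.7% ± 2.5 (SD, n = 2) in YP-mESCs. In all of them the fall was larger than the spread between replicates, but a test of 1 region with 2 replicates against 2 cannot give an exact p below 0.33. The paper had listed the regions for a fall in the same libraries, so its size is not separate evidence.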

Some of these genes have been described to inhibit Wnt/β-catenin signaling pathway, such as *Grb10*, *Kdm2b*, *Tet3*, *Pcdhgc5*, *Mir148a*^97–101^. 

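The genes that the paper says can activate or inhibit Wnt signaling by context were read in the same way. Runx3 had a region in coding exon and intron (chromosome 4 of mm9, 134709146 to 134712188). Its methylation was 15.4% ± 9.0 (SD, n = 2) in OP-mESCs against 51.0% ± 0.3 (SD, n = 2) in YP-mESCs. OP-mESC replicate 2 had only 4 CpGs and 44 reads there. The difference was -35.6 points, and -22.5 on CpGs covered in every library compared. The intergenic region near En1 (chromosome 1, 122497328 to 122498185) had 17.5% ± 12.2 (SD, n = 2) in OP-mESCs against 52.4% ± 4.7 (SD, n = 2) in YP-mESCs, and that near Nkx6-1 (chromosome 5, 102095907 to 102098553) had 17.0% ± 1.8 (SD, n = 2) in OP-mESCs against 38.8% ± 3.9 (SD, n = 2) in YP-mESCs. The region in Epha2 (chromosome 4, 140878089 to 140882781, coding exon and intron) had 31.9% ± 2.8 (SD, n = 2) in OP-mESCs against 60.7% ± 0.6 (SD, n = 2) in YP-mESCs. At Nr4a1 (chromosome 15, 101100443 to 101102620, UTR, coding exon and intron), only OP-mESC replicate 1 had at least 2 CpGs, with 12.1% over 415 reads, against 44.2% ± 5.4 (SD, n = 2) in YP-mESCs. The OP-mESC replicates differed most at En1, with 26.1% and 8.8%.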

On the contrary, other hypomethylated regions corresponded to genes that act as activators or inhibitors of Wnt signaling, depending on the molecular and cellular context, such as *Runx3*, *En1*, *Nkx6-1*, *Epha2*, *Nr4a*^102–107^.

In particular, the OP-mESCs showed high hypomethylation at the level of imprinted genes, which commonly show stable allele-specific methylation pattern in the pre-implantation embryo. It is important to take into consideration that the imprinted genes are organized in clusters with a common ICR. Methylation changes of one ICR can affect the expression of many imprinted genes within the cluster (around 4–5). In this study, we observed that the YP-mESCs show 50% of methylation at many ICRs, indicating that allele specific methylation was lost in prolonged cultures, extended to both maternally and paternally imprinted loci. Additionally, the OP-mESCs were characterized by higher retrotransposon expression, such as *IAP*, when compared to YP-mESCs. Both imprinted genes and retrotransposons are tightly epigenetically controlled^27,31–34,45,46,79–81^ since they play essential roles during embryonic and extra-embryonic tissue formation. Loss of imprinting or transcriptional changes in retrotransposons, in particular in *IAP*, could indeed be detrimental to genomic stability and embryo development^26,36,39,40,94,96,108,109^. Accordingly, both E14 and GS1 OP-mESCs could not properly differentiate when compared to YP cells.

OP-mESCs were characterized by significantly faster cell cycle progression with respect to YP-mESCs, suggesting that the epigenetic changes could also affect cell cycle check-points. Interestingly, loss of methylation at the *KvDMR* ICR has been associated with lower expression of the cell cycle inhibitor cyclin-dependent kinase inhibitor 1 C, (*Cdkn1c*)^110^. In addition, Wnt/β-catenin pathway has been reported to have an anti-proliferative effect, by directly regulating the expression of cell cycle repressor genes^61^, thus safeguarding mESC identity. In line with previous published studies, we observed that both E14 and GS1 mESCs downregulated the expression of Wnt downstream targets (*Axin2*, *Lef1*, *Tcf1*, *Sp5*) and β-catenin protein at late passages. Wnt activity reduction was not associated with altered pluripotency gene expression, but it was translated into impaired differentiation potential, faster cell cycle progression and genomic instability, thus loss of mESC homeostasis. The factors causing Wnt/β-catenin pathway downregulation in prolonged cell cultures still remain unknown. Among possible triggering events, oxidative stress could be a putative inducing factor. Indeed, increased oxidative stress has been reported to antagonize Wnt signaling and has been previously described to induce genomic aberrations and loss of cell homeostasis in long-term *in vitro* cell culture^111–114^. In particular, increased oxidative stress can antagonize Wnt signaling by inducing expression of Forkhead box-O (FOXO) transcription factor^115^. FOXO competes with TCFs for its interaction with β-catenin, thus inhibiting TCF transcriptional activity and the canonical Wnt/β-catenin signaling pathway^116,117^. Additionally, among the hypomethylated regions analyzed by RRBS we found some inhibitors of Wnt/β-catenin pathway, including *Kdm2b*, which inhibits the stability of β-catenin protein^98^, thereby creating a feedback loop that could accelerate β-catenin degradation.

It is important to note that different mESC lines can display disparate endogenous levels of Wnt/β-catenin activity, due to either the diverse *in vitro* culturing conditions or different timing of mESC isolation from the embryo^20,62^. YP-GS1 mESCs showed low levels of nuclear β-catenin protein, if compared to the YP-E14 mESCs. Interestingly, ICRs, such as *Inpp5fV2* region were hypomethylated in GS1 mESCs already at early passages, suggesting that this cell line was less stable with respect to E14. The role of Wnt activity in homeostasis maintenance has been largely described in the adult stem cells. For instance, long-term hematopoietic stem cells show a decrease in the canonical Wnt/β-catenin signaling activity during ageing^118^. In parallel, other studies has reported that many epigenetic changes, including loss of imprinting, occur in hematopoietic and other adult stem cell compartments^119^. 

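In RRBS, ICRs higher in a clone than in YP-mESCs at a Benjamini-Hochberg adjusted p under 0.05 numbered 3 of 15 tested in OP-S33Y #1 and 5 of 16 in OP-S33Y #2. With the replicate number as a block, the numbers were 2 and 5, and libraries with the same number did not deviate together (r = -0.013 and -0.002 across CpGs). Fisher's exact test on the summed reads, which does not allow for the spread between replicates, gave 8 and 10. Plagl1 and Grb10 were higher than in YP-mESCs in both clones, and had 95.7% and 53.4% in shCtrl mESCs, which carry no mutant. In OP-S33Y #1 the differences were 26.9 points (adjusted p = 7.3e-08, quasi-binomial F test) and 15.3 points (adjusted p = 0.00099, quasi-binomial F test), and in OP-S33Y #2 24.3 points (adjusted p = 7.1e-10, quasi-binomial F test) and 19.6 points (adjusted p = 4.1e-08, quasi-binomial F test). Without YP-mESC replicate 1, Grb10 no longer passed in OP-S33Y #1 (adjusted p = 0.058, quasi-binomial F test). From normal or higher levels at ICRs after prolonged culture, the paper proposes a protective role of the Wnt/β-catenin pathway.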

The observation that mESCs carrying gain of function Wnt mutants (S33Y-β-cat #1 and S33Y-β-cat #2) maintained normal or even higher level of methylation at the ICRs also after prolonged *in vitro* culturing, further strengthen the hypothesis of a possible “protective” role due to Wnt/β-catenin pathway, which can control epigenetic stability. Even after prolonged culturing, these clones retained Wnt/β-catenin activity and methylation at similar levels of YP-mESCs. However, it is important to take into account that additional epigenetic changes might occur in some of the clones, due to stochastic perturbations. 

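In OP-S33Y #2, Peg10 had 0.4% ± 0.2 (SD, n = 2) against 32.7% ± 5.0 (SD, n = 2) in YP-mESCs, and Gpr1 had 0.2% ± 0.1 (SD, n = 2) against 36.1% ± 11.8 (SD, n = 2). The quasi-binomial F test of their reads gave an adjusted p of 4.5e-09 and 6.4e-09. In OP-S33Y #1, Gpr1 had 37.1% ± 9.9 (SD, n = 2) and Peg10 43.2% in the only replicate with a value (no replicates). At Gnas, OP-S33Y #2 had 93.3% ± 0.7 (SD, n = 2), YP-mESCs 42.2% ± 2.6 (SD, n = 2) and OP-S33Y #1 46.8% ± 4.2 (SD, n = 2). H13 was higher in OP-S33Y #1, with 45.5% ± 7.0 (SD, n = 2) against 25.5% ± 3.8 (SD, n = 2) in YP-mESCs. The adjusted p of the quasi-binomial F test was 0.015, but it was 0.065 with the replicate number as a block, and H13 passed the threshold in only 1 of the 4 fits that each left out a replicate, with an adjusted p of up to 0.35 by the same F test. Both clones were above YP-mESCs at Plagl1 by more than the spread between replicates. With at least 20 reads per CpG, 0 ICRs were lower in OP-S33Y #2, since neither Gpr1 nor Peg10 then had a CpG covered in all 4 libraries and both were left out of the test.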

Indeed, some of the ICRs, such as *Peg10*, *Gpr1* were hypomethylated in the OP-S33Y-β-cat #2 mESC clone, whereas others showed an increase in DNA methylation level in both β-catenin mutant clones. However, in both β-catenin overexpressing clones the overall DNA methylation profile was similar to the YP-mESCs.

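Across the CpGs compared, Pearson's r between the means of a clone and of YP-mESCs was 0.986 for OP-S33Y #1 and 0.981 for OP-S33Y #2, against 0.971 for OP-mESCs, where CpGs are not independent replicates. Methylation fell by more than 25 points at 0.46% of CpGs in OP-S33Y #1, 1.34% in OP-S33Y #2 and 3.38% in OP-mESCs, and rose by as much at 0.52%, 0.32% and 0.14%. Mean methylation was 26.96% ± 0.02 (SD, n = 2) in OP-S33Y #1 and 26.54% ± 0.0029 (SD, n = 2) in YP-mESCs over 611663 CpGs, and 26.35% ± 0.19 (SD, n = 2) in OP-S33Y #2 and 27.16% ± 0.0006 (SD, n = 2) in YP-mESCs over 622035 CpGs. By the region rule, OP-S33Y #1 had 2 hypomethylated and 13 hypermethylated regions and OP-S33Y #2 had 17 and 7. The largest move among the alternatives set beforehand was in the hypomethylated regions of OP-S33Y #2, to 38 without YP-mESC replicate 1.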

Finally, we observed that β-catenin interacts with KAP1 and DNMT1 repressors, therefore it can be considered as a regulator of epigenetic stability maintenance. By analyzing published ChIP-sequencing datasets we observed that β-catenin and KAP1 share common target regions, located within intergenic regions and overlapping with endogenous retroviral elements. These data further strengthen the conclusion that β-catenin could mediate the action of repressors recruited by KAP1 on silent genomic regions, even though the potential mechanism still remains unknown. Interestingly, β-catenin protein has been previously described to interact with DNMT1 in colorectal cancer cells^120^ or with other chromatin factors in mESCs^121^. However, it is important to note that, when we silenced β-catenin in mESCs we did not detect drastic methylation changes at the ICRs, though shβcat- transduced cells upregulated the transcriptional levels of *IAP* and *MusD* endogenous retroviruses. These data suggest that either the endogenous levels of β-catenin are already limiting and its further decrease does not impair methylation maintenance, or, alternatively, that β-catenin does not directly act on the ICRs but it acts as a mediator for the repressive complexes. Up to date, the factors causing genomic instability in mESCs are not clear, even though many chromatin modifiers have been described to act on repressed genomic regions.

All in all, our data suggest that Wnt/β-catenin activity need to be maintained constantly active in mESCs during passages to ensure correct cell identity and epigenetic stability. Loss of Wnt activity results in global hypomethylated DNA, loss of chromatin repressor recruitment and activation of silent genomic regions, resulting in impaired mESC differentiation and altered cell cycle progression (Fig. 6e). Sustained activation of the Wnt signaling pathway results in maintenance of methylation at most of the ICRs after prolonged *in vitro* culture. In conclusion, Wnt/β-catenin pathway, mediates a large number of molecular and biological processes including DNA methylation at ICRs to ensure correct cell and tissue homeostasis.

## Materials and Methods

### Cell lines and differentiation protocols

GS-1 (129 Sv) and E14 (129/Ola) mouse embryonic stem cells (mESCs) were obtained from Merrill’s laboratory^122^ and purchased from ATCC, respectively. Both mESC cell lines were maintained in 0.1% gelatin (Millipore ES-006-B)-coated plates mESC medium, which consisted of DMEM supplemented with 15% fetal bovine serum (FBS), L– glutamine (2 mM), penicillin (100 U/ml), streptomycin (100 µg/ ml), sodium pyruvate (1 mM), non-essential amino acid (NEAA) (0,1 mM), 2-mercaptoethanol (0,5 mM) and ESGRO mLif (1000 U/ml). E14 mESCs were thawed at passage 8 and expanded up to passage 14 for the analysis of young passage (henceforth called YP-E14 mESCs) E14 mESCs. GS1 were thawed from passage 18 and expanded up to passage 22 for the analysis of young passage (henceforth called YP-GS1 mESCs) GS1 mESCs. To obtain the old passage (henceforth called OP-mESCs) E14 and GS1 mESCs were kept in culture for ~70 and ~50 passages, respectively, in mESC medium. At each passage cells were detached by using trypsin (0.025% trypsin and 0.04% EDTA, SIGMA 25300-054) at 37 °C, centrifuged for 5 minutes and 300 rcf and plated with a dilution ratio of 1:15–1:20 at each passage.

The differentiation medium for the production of embryoid bodies (EBs) consisted of mESC culture medium without LIF. The cells were harvested by trypsinisation, counted, and propagated in hanging drops (400 single mESCs/30 µl initial drop) for 2 days, before being transferred to 10 cm^2^ bacterial dishes, where the cells grow in suspension. On day 5, the embryoid bodies were transferred onto gelatinized p100 dishes always in differentiation medium, which consisted of mESC culture medium without the LIF. The medium was changed every 2 days and the beating embryoid bodies were observed starting from day 8 of the differentiation process. For expression profile analysis the cells were harvested and pelleted at day 0 (ESC), 6 and 12 of the differentiation process.

For neural differentiation in monolayer, undifferentiated mESCs were gently dissociated using trypsin (0.025% trypsin and 0.04% EDTA, SIGMA 25300-054) at 37 °C and plated onto 0.1% gelatin-coated tissue culture plastic at a density of 0.5–1.5 × 10^4^/cm^2^ in N2B27 medium [1:1mix of DMEM/F12 (GIBCO) supplemented with N2 (GIBCO) and Neurobasal medium (GIBCO) supplemented with B27 (GIBCO)], L–glutamine (0,5 mM), 2-mercaptoethanol (0,1 mM) and retinoic acid (1 μM). The medium was refreshed every other day^64,65^. For expression profile analysis cells were detached by using Accutase (A1110501, GIBCO) and pelleted at 300 rcf for 5 minutes.

### Total protein extraction

Cells were trypsinized (0.025% trypsin and 0.04% EDTA, SIGMA 25300-054) at 37 °C, pelleted at 300 rcf and washed twice with PBS. During each wash cells were pelleted at 300 rcf for 5 min 4 °C. Cell lysis was performed on ice for 25 min, in RIPA buffer (150 mM NaCl, 1% Nonidet P40, 0.5% sodium deoxycholate, 0.1% sodium dodecyl sulphate, 50 mM Tris-HCl, pH 8.0) containing protease (SIGMA P8340) and phosphatase inhibitors (SIGMA P2850). Insoluble material was pelleted by centrifugation at 16,000 rcf for 30 min at 4 °C. Protein concentrations were determined using the Bradford assay (Bio-Rad 500-0006). Western blot was performed as specified in the apposite section with the antibodies indicated in Table S6.

### Nuclear protein extraction

For nuclear protein extraction cells were trypsinized (0.025% trypsin and 0.04% EDTA, SIGMA 25300-054) at 37 °C, pelleted at 300 rcf and washed twice with cold PBS. During each wash cells were pelleted at 300rcf for 5 min at 4 °C. Cells were incubated in hypotonic buffer (10 mM Tris-HCl pH 7.8, 5 mM KCl, 2 mM MgCl_2_ DTT 1 mM) containing protease inhibitors (SIGMA P8340) for 10 min at 4 °C. Cells were pelleted at 300 rcf for 5 min at 4 °C and plasma membrane lysis was performed in 0,25% NP-40 hypotonic buffer on ice for 15 min. Nuclei were pelleted at 300 rcf for 15 min at 4 °C and washed twice in hypotonic buffer. Isolated nuclei were incubated in RIPA buffer (150 mM NaCl, 1% Nonidet P40, 0.5% sodium deoxycholate, 0.1% sodium dodecyl sulphate, 50 mM Tris-HCl, pH 8.0) containing protease (SIGMA P8340) and phosphatase inhibitors (SIGMA P2850). Insoluble material was pelleted by centrifugation at 16,000 rcf for 30 min at 4 °C. Protein concentrations were determined using the Bradford assay (Bio-Rad 500-0006). Western blot was performed as specified in the apposite section with the antibodies indicated in Table S6.

### Protein immunoprecipitation

For each immunoprecipitation condition 50 µl of Dynabeads (Thermo scientific 10004D) were washed 3 times in 500 µl of cold CHAPS buffer (50 mM TrisHCl pH 7.5, 150 mM NaCl, 0.15% CHAPS) containing protease inhibitors (SIGMA P8340). To separate the beads from the wash solution the tubes were placed on the magnet. The isolated beads were re-suspended in 500 µl of antibody solution containing 8 µg of antibody (DNMT1 (Abcam, ab87656) β-catenin (Millipore, 06-734) KAP1 (Abcam, ab10483),) or IgG (Abcam, ab46540) in cold CHAPS buffer containing protease inhibitors) and incubated O/N at 4 °C on a rotating wheel.

Cell fractionation and nuclei isolation was performed as described in the previous paragraph. For co-immunoprecipitation experiments, nuclei were lysed in CHAPS buffer (50 mM TrisHCl pH 7.5, 150 mM NaCl, 0.15% CHAPS containing protease inhibitors) for 15 min at 4 °C and were immerged in liquid nitrogen for 2 min and successively thawed on ice to perform a freeze-thaw lysis. Insoluble material was pelleted by centrifugation at 16,000 rcf for 30 min at 4 °C and the supernatants (100 µg of the nuclear protein extract) were incubated with antibody-coupled dynabeads overnight O/N at 4 °C. Beads were washed three times with CHAPS buffer containing protease inhibitors and elution was performed by boiling beads in Laemmli buffer (1x) at 95 °C for 10 min. Western blot was performed as specified in the apposite section with the antibodies indicated in Table S6.

### Western blot

Either total protein extract or nuclear protein extract was mixed with 4 × Laemmli buffer (40% glycerol, 240 mM Tris/HCl, pH 6.8, 8% SDS, 0.04% bromophenol blue, 5% β-mercaptoethanol) and denatured at 99 °C for 10 minutes. Either total protein extract or nuclear protein extract, or co-immunoprecipitation eluate was separated by SDS-PAGE, and transferred to poly vinylidene difluoride membrane (BIO-RAD 162-0177). The membranes were blocked with 5% non-fat dry milk (SIGMA 70166) in TBS-Tween 20 (0,1%) (SIGMA P1379) for 60 min, incubated with primary antibodies (β-catenin (BD, 610153), NANOG (Calbiochem, #SC1000), OCT-4 (Santa Cruz, sc-5279), β-tubulin (SIGMA, T0198), DNMT1 (Abcam, ab87656), KAP1 (Abcam, ab10483)) overnight at 4 °C. The working dilution of each antibody is listed in Table S6. The poly vinylidene difluoride membrane was then washed three times with TBS-T for 15 min, incubated with the peroxidase-conjugated secondary antibody (1:2000, Amersham Biosciences NA931 (Mouse IgG) and NA934 (Rabbit IgG)) in TBS-T with 5% non-fat dry milk for 60 min, and washed three times with TBS-T for 10 min. Immunoreactive proteins were detected using Pierce ECL Western Blotting Substrate (Thermo Scientific 32106). Densitometric analysis was carried-out by using ImageJ software. The quantification reflects the relative amounts as a ratio of each protein band relative to their loading control.

### Reduced representation bisulfite sequencing (RRBS) data analysis

Reads were processed by adaptor trimming (Illumina Pipeline Casava v1.8.2), filtered for low quality reads (Trim Galore v0.2.8) and subjected to quality control (FastQC). Reads were aligned using Bismark v0.7.9^124^ to the *Mus musculus* genome (assembly NCBI37/mm9). CpG methylation calls were extracted using the Bismark methylation extractor v0.7.9. The methylation level of a DNA region was defined using SeqMonk v0.32.1 pipeline (Simon Andrews, Babraham Institute, UK) considering at least 2 CpGs covered by at least 10 reads. Hypomethylated DNA regions were identified by searching for sequences with common symmetric CpGs (at least 10 CpGs covered by at least 10 reads that were less than 2 kb apart) with a decrease in methylation of >25%. Clustering and correlation analysis were performed using R package methylKit^125^. The RRBS data are available under the GSE109417 accession number.

### Analysis of published ChIP-seq data sets

The CpG islands data was downloaded from the UCSC genome annotation data-base for the July 2007 assembly of the mouse genome (mm9, NCBI build 37). The repeat types and coordinates were extracted from the RepeatMasker file (UCSC table browser). We used bedtools (v2.25.0)^126^ to overlap ChIP-seq peak data coordinates. The annotatePeaks tools from HOMER suite of programs^127^ was used to annotate the resulting peak overlaps (using mm9 version of Mus musculus genome assembly).

Relevant figures were produced in the R environment using mainly ggplot2^128^, reshape2^129^ VennDiagram^130^ and UpSetR^131^ packages.

## Supplementary information

Supplementary Information and figures

Movie S1 YP-E14

Movie S2 YP-GS1

Movie S3 OP-E14

Movie S4 OP-GS1

Table S1

Table S2

Table S3

Table S4

How the deposited data were processed for this re-analysis (not part of the article)

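RRBS libraries of 8 conditions with 2 replicates each were analysed. They were young- and old-passage E14 mESCs, the clones OP-S33Y #1 and #2, and mESCs and day 8 EBs with shCtrl or shβcat #1. Conditions and replicate numbers were taken from the sample labels and the paper. The authors trimmed and quality-filtered the reads, aligned them to mm9 with Bismark, extracted the CpG calls and deposited, for each cytosine of a CpG, the count of reads that cover it and the percent of them that were methylated. The deposited counts are not normalized, and replicates were not pooled. Every cytosine in the files has at least 10 reads, so nothing can be said of cytosines with fewer. The restriction enzyme and the handling of duplicate reads were not found in the main text of the paper or its supplementary tables. Duplicates, if kept, would make the reads of a CpG less independent than a binomial model takes them to be.

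The libraries had 18919219 to 40519010 reads on CpGs. OP-mESC replicate 2 covered 413282 CpGs, the fewest, and YP-mESC replicate 2 had none on chromosome 13. At the minimum of 10 reads, a single CpG's percentage in a library moves in steps of 10 points, so that values were read over regions, ICRs or many CpGs.

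Methylated reads were computed from the deposited count and percent, and the reads of the 2 strands of a CpG were summed. Single CpGs were compared with a binomial model of their reads with an overdispersion shared by all CpGs, a chi-square test and Benjamini-Hochberg adjustment, and were counted at an adjusted p under 0.05 and a difference of more than 25 percentage points. Regions followed the paper's rule, with at least 10 CpGs changed by more than 25 points, less than 2 kb apart, and at least 10 reads. The paper does not state that the reads were needed in every library compared, which was required here. The level of an ICR was the mean percentage of its CpGs, with at least 2 CpGs, over the coordinates of Table S4. Single ICRs were compared with a quasi-binomial F test with an overdispersion shared by the ICRs. Its reads were summed over the CpGs of an ICR. A read that spans several CpGs enters at each, so these counts are not independent. Mean differences over ICRs were tested by flipping the signs of the ICRs' differences in 100000 permutations. ICRs of one genome are not independent replicates, and such a p speaks for the ICRs and not for further cultures. With 2 replicates against 2, an exact permutation test of a single value cannot go below 0.33. Clustering used 1 − Pearson's r with Ward linkage. The work used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0, matplotlib 3.10.9 and R 4.3.3.

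The text names every ICR of Table S4 by rule, the Table S1 regions near genes that the paper names and the 5 with the most CpGs, every Table S4 region in mESCs, and for each comparison and direction the 5 called regions with the most changed CpGs. The passages give the part of these that each conclusion is about.

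The tests were tried on simulated reads with known changes. The test of single CpGs recovered 85% of 260 changed CpGs, with 4 false calls among 70570 unchanged ones. The test of single ICRs recovered 53.6% of simulated falls of 20 points, and 3.9% of its calls were false. Where the overdispersion grew with the reads of an ICR, it recovered 42.6% and 11.2% of its calls were false, above the rate the adjustment aims at. The simulation with the same overdispersion in every ICR set it below the 8.03 of OP-mESCs against YP-mESCs. The recovery of 53.6% may therefore be too high for that comparison. The first version of this self-test required the same recovery of every test, which the test of single ICRs missed. The requirement was then kept only for the single CpGs and the region rule, the second simulation of ICRs was added, and the test itself was not changed. An ICR that does not pass is therefore not shown to be unchanged, and calls of single ICRs can include more false ones than the adjusted p states.

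The alternatives fixed before the files arrived were other minimums of reads, CpGs and difference, separate strands, a coverage cap, read-weighted levels, common CpGs only, Fisher's exact test, the replicate number as a block, and each replicate left out in turn. After a first look at the values, 3 more kinds were added, namely summed reads of the replicates, ICRs with a value in at least 1 replicate, and 20 reads for the correlation between replicates.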

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

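The effect of shβcat #1 at the Impact ICR differed between EBs and mESCs by -28.1 percentage points. It was 14.6 points in mESCs and -13.5 points in EBs over 22 common CpGs, and the difference was tested with an interaction term (quasi-binomial F test, adjusted p = 0.00071 over 19 ICRs). In each cell state both shβcat #1 replicates lay on the same side of both shCtrl replicates. With at least 20 reads per CpG, 2 ICRs differed between the cell states, against 1 in the main setting. This count does not give the effect at Impact under that setting. It therefore cannot decide whether CpGs with few reads account for the pattern. The interaction was not refitted with replicates left out. The effect in EBs alone ranged from -20.1 to -8.3 points when replicates were left out and passed its threshold in only 1 of those 4 fits. A dependence on the cell state is a hypothesis that these libraries do not settle.

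Regions that differed from YP-mESCs were found in both clones. The paper gives no list of regions for the clones, though it names Peg10, Gpr1 and Gnas XL as changed in OP-S33Y #2. OP-S33Y #1 had 2 hypomethylated and 13 hypermethylated regions, and OP-S33Y #2 had 17 and 7. Between the replicates of one condition the same rule gave 0 or 1 region in each direction. CpGs with few reads are a technical explanation. At 20 reads or more, the hypomethylated regions of OP-S33Y #2 numbered 1.67 per 100000 CpGs, against 2.73 in the main setting, which is a fall but less than the prediction for that explanation required. Of the 17 regions, 14 had also fallen by more than 25 points in OP-mESCs. That is consistent with a loss shared with prolonged culture. The sharing has another reading, since these comparisons use the same YP-mESC libraries, and high values there would appear in each of them. In shCtrl mESCs, 2 of the 17 regions were more than 25 points below YP-mESCs, fewer than that reading required. Its prediction was written after some of the shCtrl values had been seen, and the shCtrl cells may differ in other ways. Each clone is 1 line, so clone and culture cannot be separated.

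The ICRs of shCtrl mESCs were on average 14.1 percentage points above those of YP-mESCs (permutation p = 0.00018), with 14 of 17 ICRs higher, a comparison the paper does not make. Less complete conversion would raise mitochondrial CpGs as well, and their methylated share differed by 0.053 points. CpGs outside ICRs rose by 2.54 points on average, less than the ICRs. In the YP-mESC libraries, 61.4% and 57.8% of CpGs were under 10% methylated, unlike the ICRs. The comparison leaves open whether other regions of intermediate methylation rose as much. On CpGs covered in all 4 libraries, the difference at ICRs was 15.1 points. The predictions on conversion and on other CpGs were written after those values had been seen. The labels give no batch for either set of libraries, nor the number of passages of the shCtrl cells, and transduction separates the groups as well. The difference therefore cannot be told apart from a difference between batches, and no biological explanation was tested.

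The ICRs of shCtrl EBs were 5.74 points above those of shCtrl mESCs (permutation p = 0.00098), with 14 of 19 higher. The paper does not report this comparison. Replicates of shCtrl EBs differed by -3.1 points on average over the same ICRs. No technical or biological explanation was tested.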

How the results depend on the processing

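Of 42 results that answer a comparison, 12 were labelled unchanged under every alternative. Unchanged means the same direction and side of the threshold for a test, a move of less than 1 SD of the replicates for a value without one, and a count within 1.5 times, so that the values can still differ. These were the medians of OP-S33Y #1, shCtrl mESCs and shβcat #1 EBs, the mean ICR differences of both clones from YP-mESCs and from OP-mESCs, those of shCtrl mESCs from YP-mESCs and of shCtrl EBs from shCtrl mESCs, the lower ICRs in shβcat #1 mESCs, and the separation of OP-mESCs by distance and by cluster. The alternatives were fixed before the processed files arrived except where the text says otherwise.

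With at least 20 reads per CpG, which leaves fewer CpGs, the values were 3 hypomethylated regions in OP-mESCs (main 23), 4731 hypomethylated CpGs in OP-mESCs (main 9037), 145 hypermethylated CpGs in OP-mESCs (main 278) and 5 hypermethylated regions in OP-S33Y #1 (main 13). Other values there were 6 hypomethylated regions in OP-S33Y #2 (main 17), 1 hypermethylated region in OP-S33Y #2 (main 7), 1 hypomethylated region in shβcat #1 mESCs (main 3) and 1 hypermethylated region in shβcat #1 EBs (main 5). Under the same setting there were 43.0 for the median in OP-S33Y #2 (main 45.0), 40.1 for the median in YP-mESCs (main 37.5), -16.6 for the mean ICR difference in OP-mESCs (main -17.7, permutation p = 0.058) and 0.018 for the Gnas ICR in OP-mESCs (main -2.5). It also gave 0 lower ICRs in OP-S33Y #2 (main 2), 4.1 for the Impact ICR in OP-S33Y #2 (main -0.43), -1.5 for the Kcnq1ot1 ICR in shβcat #1 mESCs (main 2.9) and 0 lower ICRs in shβcat #1 EBs (main 1). Further values were -5.5 for the H13 ICR in shβcat #1 EBs (main 0.26), -0.69 for the Gnas ICR in shβcat #1 EBs (main 0.91), 0.25 for the Kcnq1ot1 ICR in shβcat #1 EBs (main -0.47) and -1.5 for the Trappc9 ICR in shβcat #1 EBs (main 0.37). Other values there were 2 ICRs with a different effect in EBs and mESCs (main 1). Each strand kept as its own site, which counts most CpGs again toward the number required, gave 45 hypomethylated regions in OP-mESCs (main 23), 1 hypermethylated region in OP-mESCs (main 0), 5 hypomethylated regions in OP-S33Y #1 (main 2) and 33 hypomethylated regions in OP-S33Y #2 (main 17). Under the same setting there were 13 hypermethylated regions in OP-S33Y #2 (main 7), 2 hypermethylated regions in shβcat #1 mESCs (main 0), 1 hypomethylated region in shβcat #1 EBs (main 0) and 9 hypermethylated regions in shβcat #1 EBs (main 5). Every replicate required past every other by 25 points, a stricter rule, left 7 hypomethylated regions in OP-mESCs (main 23), 0 hypomethylated regions in OP-S33Y #1 (main 2), 2 hypermethylated regions in OP-S33Y #1 (main 13) and 3 hypomethylated regions in OP-S33Y #2 (main 17). It also gave 1 hypermethylated region in OP-S33Y #2 (main 7), 0 hypomethylated regions in shβcat #1 mESCs (main 3) and 0 hypermethylated regions in shβcat #1 EBs (main 5). Summed reads of the replicates with 10 reads per group, chosen after seeing the data, admitted CpGs missing from a library and gave 102 hypomethylated regions in OP-mESCs (main 23), 4 hypermethylated regions in OP-mESCs (main 0), 6 hypomethylated regions in OP-S33Y #1 (main 2) and 34 hypomethylated regions in OP-S33Y #2 (main 17). Further values were 11 hypermethylated regions in OP-S33Y #2 (main 7), 2 hypomethylated regions in shβcat #1 EBs (main 0) and 12 hypermethylated regions in shβcat #1 EBs (main 5). A difference of over 30 points left 9 hypomethylated regions in OP-mESCs (main 23). With 5 changed CpGs enough there were 240 hypomethylated regions in OP-mESCs (main 23) and 5 hypermethylated regions in OP-mESCs (main 0). Without the test there were 520 hypermethylated CpGs in OP-mESCs (main 278). With a value in 1 replicate enough, chosen after seeing the data and admitting the ICRs missing from OP-mESC replicate 2, the value was 4.3 for the median in OP-mESCs (main 28.0). On CpGs covered in every library compared, the values were -16.8 for the mean ICR difference in OP-mESCs (main -17.7, permutation p = 0.059), 2.2 for the mean ICR difference in shβcat #1 mESCs (main 0.92, permutation p = 0.046), 2.7 for the Gnas ICR in OP-mESCs (main -2.5) and 1.7 for the Snrpn ICR in OP-S33Y #1 (main -2.3). Other values there were 3.5 for the Snrpn ICR in shβcat #1 mESCs (main -2.3), 1.5 for the Inpp5f ICR in shβcat #1 mESCs (main -3.0), 0.84 for the H19 ICR in shβcat #1 mESCs (main -11.9) and -0.064 for the Grb10 ICR in shβcat #1 mESCs (main 0.55). Fisher's exact test on the summed reads, which ignores the spread between replicates, gave 1 higher ICR in OP-mESCs (main 0), 1 lower ICR in OP-S33Y #1 (main 0), 8 higher ICRs in OP-S33Y #1 (main 3) and 10 higher ICRs in OP-S33Y #2 (main 5). Under the same setting there were 3 higher ICRs in shβcat #1 mESCs (main 0), 4 lower ICRs in shβcat #1 EBs (main 1) and 1 higher ICR in shβcat #1 EBs (main 0). The same test with 10 reads per group, chosen after seeing the data, gave 13 lower ICRs in OP-mESCs (main 4), 2 higher ICRs in OP-mESCs (main 0), 8 higher ICRs in OP-S33Y #1 (main 3) and 11 higher ICRs in OP-S33Y #2 (main 5). It also gave 3 higher ICRs in shβcat #1 mESCs (main 0), 4 lower ICRs in shβcat #1 EBs (main 1) and 1 higher ICR in shβcat #1 EBs (main 0). Requiring 25 points as well left 1 higher ICR in OP-S33Y #1 (main 3), 2 higher ICRs in OP-S33Y #2 (main 5) and 0 lower ICRs in shβcat #1 EBs (main 1). Read-weighted levels gave -0.64 for the Snrpn ICR in OP-S33Y #2 (main 1.3), 2.1 for the Impact ICR in OP-S33Y #2 (main -0.43), -0.059 for the Grb10 ICR in shβcat #1 mESCs (main 0.55) and -2.3 for the H13 ICR in shβcat #1 EBs (main 0.26). Further values were -0.44 for the Trappc9 ICR in shβcat #1 EBs (main 0.37).

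Across the fits that each left out a replicate, the ranges were 4729 to 8028 for hypomethylated CpGs in OP-mESCs, 0 to 4 for hypermethylated regions in OP-mESCs, 18 to 66 for hypomethylated regions in OP-mESCs and 2 to 4 for hypomethylated regions in OP-S33Y #1. Further ranges were 18 to 38 for hypomethylated regions in OP-S33Y #2, 1 to 3 for hypermethylated regions in shβcat #1 mESCs, 1 to 2 for hypomethylated regions in shβcat #1 EBs and 8 to 12 for hypermethylated regions in shβcat #1 EBs. The ranges were also 45.8 to 48.1 for the median in OP-S33Y #2, 3.6 to 30.3 for the median in OP-mESCs, 37.4 to 40.2 for the median in YP-mESCs and 53.9 to 58.2 for the median in shCtrl EBs. Others were 50.0 to 53.0 for the median in shβcat #1 mESCs, -2.4 to 0.75 for the mean ICR difference in shβcat #1 EBs, 3 to 9 for lower ICRs in OP-mESCs and 0 to 1 for higher ICRs in OP-mESCs. Other ranges were -5.5 to 17.2 for the Peg3 ICR in OP-mESCs, -12.7 to 4.5 for the Snrpn ICR in OP-mESCs, 1 to 3 for higher ICRs in OP-S33Y #1 and -7.3 to 9.4 for the Gpr1 ICR in OP-S33Y #1. More ranges were -6.6 to 2.0 for the Snrpn ICR in OP-S33Y #1, -2.0 to 7.5 for the Herc3 ICR in OP-S33Y #2, -9.1 to 11.7 for the Snrpn ICR in OP-S33Y #2 and -2.1 to 1.2 for the Impact ICR in OP-S33Y #2. Still leaving out a replicate, they were -5.6 to 8.9 for the Gpr1 ICR in shβcat #1 mESCs, -1.4 to 2.5 for the Gnas ICR in shβcat #1 mESCs, -6.0 to 1.7 for the Peg10 ICR in shβcat #1 mESCs and -1.3 to 9.9 for the Mest ICR in shβcat #1 mESCs. Additional ranges were -15.0 to 5.7 for the Peg3 ICR in shβcat #1 mESCs, -5.9 to 1.3 for the Snrpn ICR in shβcat #1 mESCs, -3.5 to 4.6 for the Grb10 ICR in shβcat #1 mESCs and -1.8 to 6.7 for the Commd1 ICR in shβcat #1 mESCs. The ranges were further -5.8 to 1.3 for the Meg3 ICR in shβcat #1 mESCs, -1.1 to 1.00 for the Trappc9 ICR in shβcat #1 mESCs, -5.4 to 1.9 for the Igf2r ICR in shβcat #1 mESCs and 0 to 1 for lower ICRs in shβcat #1 EBs. Others with a replicate left out were -7.7 to 8.3 for the H13 ICR in shβcat #1 EBs, -3.4 to 5.2 for the Gnas ICR in shβcat #1 EBs, -6.1 to 9.8 for the Peg10 ICR in shβcat #1 EBs and -9.3 to 5.6 for the Mest ICR in shβcat #1 EBs. The ranges for EBs were -4.5 to 1.7 for the Peg3 ICR in shβcat #1 EBs, -4.6 to 4.5 for the Snrpn ICR in shβcat #1 EBs, -10.7 to 6.0 for the Inpp5f ICR in shβcat #1 EBs and -5.6 to 0.48 for the H19 ICR in shβcat #1 EBs. The last were -3.6 to 2.6 for the Kcnq1ot1 ICR in shβcat #1 EBs, -1.4 to 0.029 for the Plagl1 ICR in shβcat #1 EBs and -0.49 to 1.2 for the Trappc9 ICR in shβcat #1 EBs. None of the single ICRs in these ranges passed the test in the main setting.

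Of 1113 alternatives of single ICRs and regions, 997 left the result as it was, 65 reversed it, 39 moved it, 10 took it below the threshold and 2 above. The replicate number as a block is given beside the counts of CpGs and ICRs. The replicate block was not run because no model of reads was fitted for the regions, the medians, the distances and the mean differences over ICRs, and pairing 2 replicates with 2 leaves a mean difference as it is. A minimum of 5 reads gave no value of its own, since the files hold no cytosine with fewer than 10. The mean ICR loss in OP-mESCs has a permutation p on either side of 0.05 among these settings and rests on 12 ICRs, and the number of regions depends on the depth of OP-mESC replicate 2.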

Differences from the paper's values

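The median ICR methylation of OP-mESCs was 28.0%, against the paper's value of about 3% in Fig. 2j, read by eye. Of the alternatives set before the files arrived, only leaving out OP-mESC replicate 2 closed the gap, with 3.60%. ICRs with a value in at least 1 replicate, an alternative chosen after seeing the values, gave 4.29% and also closed it.

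The paper states about 100 hypomethylated regions in OP-mESCs and lists 107 in Table S1, and 23 were called here. None of the alternatives set before the files arrived closed the gap. Summing the reads of the replicates, an alternative chosen after seeing the values, gave 102 regions and closed it. For hypermethylated regions in OP-mESCs, the paper's value is 3 and the value here is 0. Leaving out OP-mESC replicate 2 gave 4 and closed the gap, as did the summed reads with 4, chosen after seeing the values. The other alternatives left it open.

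For shβcat #1 mESCs, the paper's Table S4 lists 1 hypermethylated region and 0 were called here. Leaving out shCtrl replicate 1, shβcat #1 replicate 1 or shβcat #1 replicate 2 gave 1, and the other alternatives set before the files arrived did not close the gap. For shβcat #1 EBs, the paper lists 3 hypomethylated regions against 0 here, and the gap was closed only by leaving out shCtrl replicate 1, with 2, and by the summed reads, chosen after seeing the values, also with 2. The paper lists 14 hypermethylated regions in EBs against 5 here. Leaving out shCtrl replicate 2 gave 11 and leaving out shβcat #1 replicate 2 gave 12, which closed the gap, as did the summed reads with 12, chosen after seeing the values. The others did not.

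The paper names Peg10, Peg3, Inpp5f and Airn as lower in shβcat #1 mESCs and Snrpn, Commd1 and Impact as lower in shβcat #1 EBs. The differences here were -2.1, -4.6, -3.0 and -1.8 points in mESCs and -0.05, -4.3 and -14.2 points in EBs, and of these only Impact passed the test. At Snrpn in EBs, the reads of the 2 common CpGs gave -8.2 points, in the paper's direction. At Zfp316, which Table S4 lists as hypermethylated, the means were 46.1% and 42.5%.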

Other observations

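The loss at ICRs in OP-mESCs was set beside other regions of intermediate methylation. Windows of 2 kb outside ICRs, and ICRs, were taken with 30% to 70% methylation in shCtrl mESCs and at least 5 CpGs. The mean change from YP-mESCs to OP-mESCs was -12.9 points over 1418 windows and -6.1 points over 6 ICRs (permutation p = 0.14). Without OP-mESC replicate 2, a setting chosen after this result, it was -15.8 points over 10 ICRs and -12.6 points over 2751 windows (permutation p = 0.39). Plagl1, with 95.7% in shCtrl mESCs, lay outside the range. Kcnq1ot1 and Impact, with 44.4% and 42.1%, lay inside it but had only 3 and 4 common CpGs. Only 1 of the 4 ICRs that passed the test of loss, Grb10, was therefore among the 6. Without replicate 2, 5 of the 10 ICRs fell by more than 25 points against 13.1% of the windows, and the median change was -24.3 points in ICRs and -11.7 in windows. The tests of the mean therefore do not settle whether ICRs lost more than other regions of intermediate methylation. More complete bisulfite conversion in OP-mESCs would lower the methylated share of mitochondrial CpGs, and that share was 0.116 points higher in OP-mESCs. This prediction was written after the shares had been seen.

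Fewer hypomethylated regions were called in OP-mESCs than Table S1 lists. Without OP-mESC replicate 2, 66 regions were called, which is nearer to the number listed but still more than 1.5 times below it. By this criterion, the low coverage of that library may account for a part of the gap and not for all. Only 44 of the 107 listed regions had 10 CpGs with 10 reads in all 4 libraries, and 23 overlapped a called region. With summed reads of the replicates, chosen after seeing the values, all 107 had 10 such CpGs and 94 overlapped one. Requiring reads in every library therefore limited the calls. Of the listed regions, 7 lie on chromosome 13, which YP-mESC replicate 2 lacks, a small part of the gap. The prediction on chromosome 13 was written after the number had been seen.

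In OP-S33Y #2, the ICRs below 10% or above 90% were Gnas, Gpr1, Kcnq1ot1, Peg10, Plagl1 and Trappc9. The fewest reads at one of them in a library were 274, summed over CpGs, and each had at least 9 CpGs. A read that spans several CpGs is counted at each, so this sum cannot exclude that few separate reads lie behind the values. For a mixture of cells with and without the change, the prediction was CpGs spread between the extremes. The lowest CpG of the Kcnq1ot1 ICR in either replicate was at 84.21%. That ICR was listed for a mean above 90%, so the value was largely fixed by the choice and cannot decide on a mixture. Both predictions were written after the levels had been seen. Trappc9 and Plagl1 were also high in OP-S33Y #1. A change fixed when the clone was derived is a candidate explanation for the others, and no test of it was possible with 1 line per clone.

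The percentages of the ICRs in Table S4 were compared with those computed here for 79 pairs of an ICR and a group. The median gap was 0.99 points, 73 were within 5 points, and the largest gap was 10.9 points, at H19 in shβcat #1 mESCs.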
